# Cell-Cycle Dependent Expression of a Translocation-Mediated Fusion Oncogene Mediates Checkpoint Adaptation in Rhabdomyosarcoma

**DOI:** 10.1371/journal.pgen.1004107

**Published:** 2014-01-16

**Authors:** Ken Kikuchi, Simone Hettmer, M. Imran Aslam, Joel E. Michalek, Wolfram Laub, Breelyn A. Wilky, David M. Loeb, Brian P. Rubin, Amy J. Wagers, Charles Keller

## Abstract

Rhabdomyosarcoma is the most commonly occurring soft-tissue sarcoma in childhood. Most rhabdomyosarcoma falls into one of two biologically distinct subgroups represented by alveolar or embryonal histology. The alveolar subtype harbors a translocation-mediated *PAX3:FOXO1A* fusion gene and has an extremely poor prognosis. However, tumor cells have heterogeneous expression for the fusion gene. Using a conditional genetic mouse model as well as human tumor cell lines, we show that that Pax3:Foxo1a expression is enriched in G_2_ and triggers a transcriptional program conducive to checkpoint adaptation under stress conditions such as irradiation *in vitro* and *in vivo*. Pax3:Foxo1a also tolerizes tumor cells to clinically-established chemotherapy agents and emerging molecularly-targeted agents. Thus, the surprisingly dynamic regulation of the *Pax3:Foxo1a* locus is a paradigm that has important implications for the way in which oncogenes are modeled in cancer cells.

## Author Summary

Rare childhood cancers can be paradigms from which important new principles can be discerned. The childhood muscle cancer *rhabdomyosarcoma* is no exception, having been the focus of the original 1969 description by Drs. Li and Fraumeni of a syndrome now know to be commonly caused by underlying *p53* tumor suppressor loss-of-function. In our studies using a conditional genetic mouse model of alveolar rhabdomyosarcoma in conjunction with human tumor cell lines, we have uncovered that the expression level of a translocation-mediated fusion gene, *Pax3:Foxo1a*, is dynamic and varies during the cell cycle. Our studies support that Pax3:Foxo1a facilitate the yeast-related process of checkpoint adaptation under stresses such as irradiation. The broader implication of our studies is that distal *cis* elements (promoter-influencing regions of DNA) may be critical to fully understanding the function of cancer-associated translocations.

## Introduction

Rhabdomyosarcoma (RMS) is the most common childhood soft tissue sarcoma. Historically, RMS has been thought to arise from muscle because of the expression of myogenic markers. Most childhood RMS falls into one of two biologically distinct subgroups: alveolar (aRMS) or embryonal (eRMS). aRMS is the more aggressive variant with a survival rate of less than 20% when metastatic due to chemotherapy and radiation resistance [1]. aRMS is characterized by a frequent t(2;13) chromosomal translocation, which results in the *PAX3:FOXO1A* fusion gene, or less frequently by a t(1;13) mediated *PAX7:FOXO1A* fusion oncogene [1]. Clinically, the aggressive behavior of aRMS has been attributed to PAX3:FOXO1A transcriptional reprograming because fusion negative aRMS have a more favorable outcome similar to eRMS [2], [3], [4].

We previously developed a mouse model of aRMS employing a conditional knock-in approach that expresses *Pax3:Foxo1a* from the native *Pax3* locus in fetal and postnatal myoblasts [5], [6], [7]. In this model, Pax3:Foxo1a was necessary but not sufficient for aRMS tumor initiation. Interestingly, cells expressing high levels of *Pax3:Foxo1a* were more prevalent in metastatic tumors [7]. The heterogeneity of Pax3:Foxo1a expression in primary and metastatic tumors, and enrichment in the latter, suggested that Pax3:Foxo1a might be selectively expressed in a subset of aRMS cells; alternatively, Pax3:Foxo1a expression might be temporally regulated. In the current study we present striking evidence that Pax3:Foxo1a is expressed in a dynamic manner and mediates a G_2_-specific program enabling checkpoint adaptation and refractoriness to therapy.

## Results

### Pax3:Foxo1a expression is dynamic in mouse aRMS cells

In our genetically-engineered conditional knock-in mouse model of aRMS, *e* *Y* *FP* is expressed as a second cistron on the same mRNA as *Pax3:Foxo1a* (Figure 1A). We have observed heterogeneity of eYFP expression among tumor cells *in situ* (Figure 1B). To first examine Pax3:Foxo1a expression as a function of time, we flow sorted Pax3:Foxo1a^low^ and Pax3:Foxo1a^high^ cells using eYFP signal in two independent murine aRMS primary cultures (Figure 1C and 1D; Figure S1A and S1B). Comparison of Pax3:Foxo1a protein levels for sorted populations showed Pax3:Foxo1a^low^ cells possessed much reduced levels of Pax3:Foxo1a protein (Figure 1E and Figure S1C). However, FACS analysis over time revealed that the eYFP signal of Pax3:Foxo1a^low^ and Pax3:Foxo1a^high^ tended towards the mean eYFP fluorescence intensity of unsorted tumor cells with time and/or cell divisions (Figure 1C and 1D; Figure S1A and S1B). Thus, Pax3:Foxo1a^high^ cell could dynamically reduce expression of eYFP from the *Pax3:Foxo1a* locus, and Pax3:Foxo1a^low^ cells could dynamically increase expression of eYFP from the *Pax3:Foxo1a* locus. We further confirmed that eYFP expression was indeed reflective of Pax3:Foxo1a expression in terms of protein half-life. Figure S1E and S1F shows levels of eYFP signal and Pax3:Foxo1a protein stability after translation inhibition by cycloheximide (CHX). Akin to the strong correlation between eYFP and *Pax3:Foxo1a* expression at the protein level (Figure 1 and Figure S1C), the protein half-lives of Pax3:Foxo1a and eYFP were roughly similar at 31.6 and 44.7 hours (Figure S1E and S1F), thereby affirming that eYFP is a reasonable surrogate for transcription of Pax3:Foxo1a from the *Pax3* locus (we do however acknowledge that eYFP is a better marker of the start of *Pax3:Foxo1a* transcription than the end of Pax3:Foxo1a transcription or protein expression (i.e., since *eYFP* is expressed on the same mRNA as *Pax3:Foxo1a*, the beginning of fluorescence should coincide with the initial presence of the Pax3:Foxo1a transcript). Thereafter, eYFP is susceptible to photo-bleaching and possible proteasomal degradation sooner than the 44 hours observed under conditions of cyclohexamide treatment (Figure S1F)).

**Figure 1:**
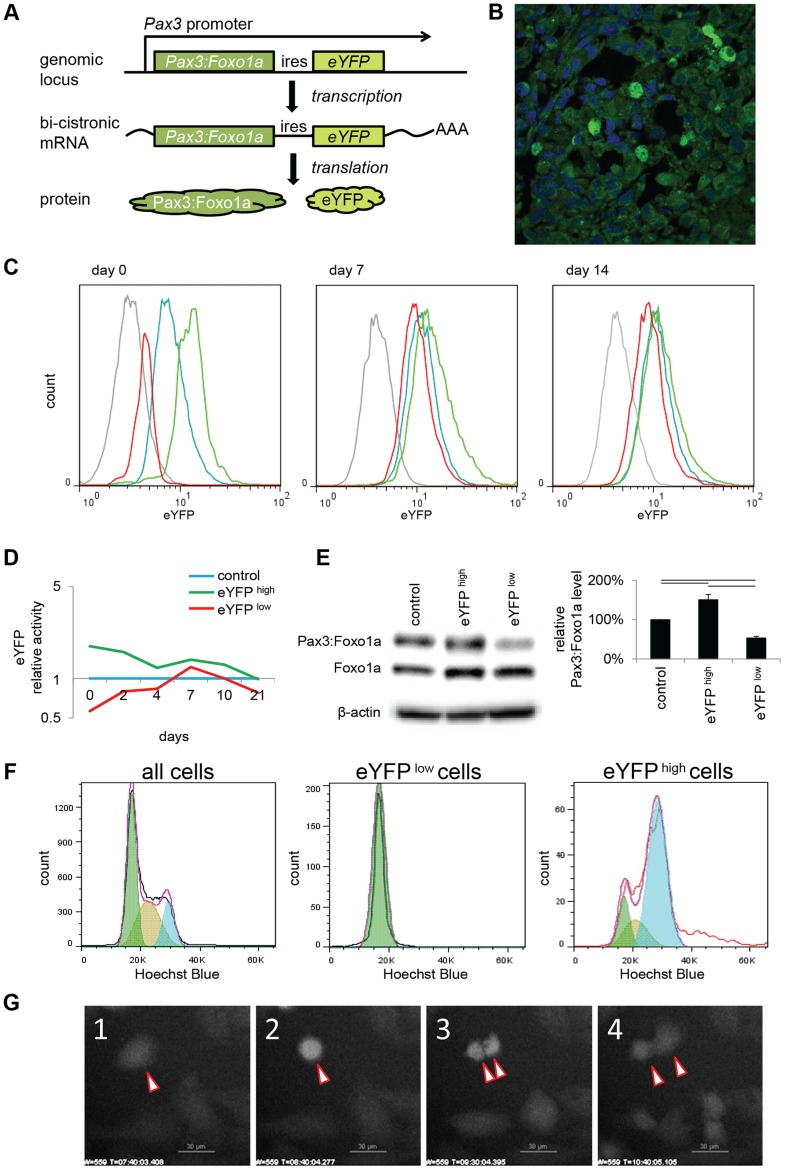
eYFP activity and Pax3:Foxo1a expression is cell cycle specific. (A) Diagrammatic representation of the conditional *Pax3:Foxo1a* knock-in allele by which *eYFP* is expressed as a second cistron on the same mRNA as *Pax3:Foxo1a* at the native *Pax3* promoter. (B) Heterogeneity of eYFP expression in a murine aRMS tumor by immunofluorescence. (C) eYFP fluorescence of eYFP sorted cells overtime as measured by FACS. Grey: C2C12 (negative control), blue: no sorted cells, green: eYFP activity high cells, red: eYFP activity low cells. (D) Mean of relative eYFP activity in panel 1C measured by FACS. (E) Western blot analysis using eYFP sorted cells. Plotted are relative protein levels of Pax3:Foxo1a/β-Actin. Mean ± SE were obtained from three independent immunoblottings. Black line shows significant difference (p<0.05). (F) eYFP activity and cell cycle analysis using Hochest33342 staining for mouse primary cell culture U23674. Green shows G_0_/G_1_ phase, brown shows S phase, and blue shows G_2_/M phase. (G) Time-lapse experiment of eYFP activity (select frames over 16 hours). See also corresponding Movie S1.

### Pax3:Foxo1a expression is dynamically regulated during the cell cycle

To investigate what conditions affect the dynamic alteration of Pax3:Foxo1a expression in aRMS cells, we compared eYFP fluorescence to cell cycle phase as determined by staining with the DNA dye Hoechst33342. Almost all Pax3:Foxo1a^low^ cells existed in G_0_/G_1_ (2N) stage, while to our surprise Pax3:Foxo1a^high^ cells were G_2_/M or hyperdiploid/multinuclear (≥4N) cells (Figure 1F and Figure S1D). We next performed time-lapse experiments of eYFP activity by confocal microscopy. Figure 1G shows in time-lapse images that eYFP activity during cell division is transiently but markedly increased, particularly in pre-mitotic cells. Interestingly, the level of eYFP in some multinuclear cells remained at a high level in cells that appeared to be unable to undergo telophase/cytokinesis (Movie S1).

We next performed QPCR of *Pax3:Foxo1a* and *PAX3:FOXO1A* using cell cycle specific sorted mouse and human aRMS cells, respectively. Both mouse and human aRMS cells showed significant differences in the mRNA expression of *Pax3:Foxo1a* and *PAX3:FOXO1A* in the transition from 2N (G_1_) to 3N (S phase) and 4N (G_2_/M) cells (Figure 2A and 2B) affirming cross-species relevance of the cell cycle dependent mRNA regulation of *Pax3:Foxo1a* expression.

**Figure 2:**
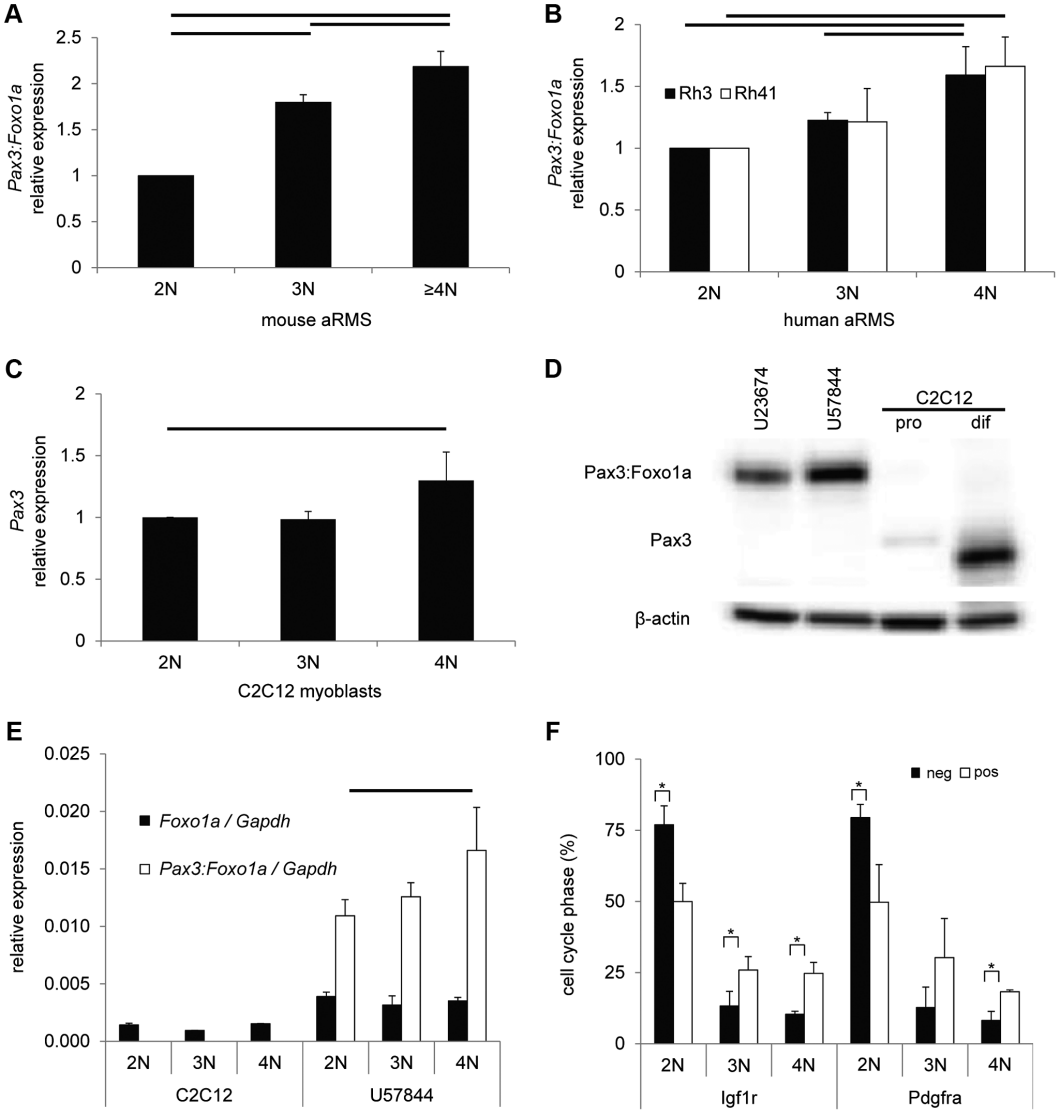
Pax3:Foxo1a activity is cell cycle dependent. (A) mRNA expression of *Pax3:Foxo1a* normalized by *Gapdh* in U23674 mouse aRMS primary cell culture sorted by DNA content. Black lines show significant differences (p<0.05). (B) mRNA expression of *PAX3:FOXO1A* normalized by *GAPDH* in Rh3 and Rh41 human aRMS cell lines sorted by DNA content. (C) mRNA expression of *Pax3* normalized by *Gapdh* in C2C12 murine myoblasts sorted by DNA content. (D) Western blot analysis of Pax3 and Pax3:Foxo1a in unsorted murine U23674 aRMS cells (genotype *Pax3* (Pax3:Foxo1a activated/Pax3:Foxo1a activated)), murine U57844 aRMS cells (genotype *Pax3* (wt/Pax3:Foxo1a activated)), proliferative C2C12 myoblasts (pro) and differentiating C2C12 myoblasts (dif). (E) mRNA expression of Foxo1 and *Pax3:Foxo1a* normalized to *Gapdh* in C2C12 myoblasts and the U57844 mouse aRMS primary cell culture. (F) Cell cycle analysis after sorting for Pax3:Foxo1a targets Igf1r or Pdgfra in mouse aRMS tumor cells. Nearly twice as many 4N cells are Igf1r (or Pdgfra) positive versus Igf1r (or Pdgfra negative), suggesting these Pax3:Foxo1a targets may have a functional role late in the cell cycle (* P<0.05). pos, positive. Neg, negative.

To investigate the transcriptional basis of this Pax3:Foxo1a dynamic expression, we performed QPCR of *Pax3* and *Foxo1* using cell cycle specific sorted C2C12 mouse myoblast cells of the genotype *Pax3*(*wt/wt*) and mouse aRMS primary tumor cells of the genotype *Pax3*(*wt/Pax3:Foxo1a*). C2C12 myoblasts showed significant increases in *Pax3* mRNA levels for 4N cells when compared with 2N cells (Figure 2C). *Pax3* was not detectable in aRMS cells at the mRNA level (data not shown), which was also reflected in the absence of expression of Pax3 protein in aRMS cells by western blotting (Figure 2D). This result is consistent with our prior studies suggesting that Pax3:Foxo1a causes decreased expression of the wildtype *Pax3* locus [5], [6]. By contrast, *Foxo1* mRNA expression did not differ between 2N and 4N in either C2C12 myoblasts or aRMS tumor cells (Figure 2E). Thus, the cell cycle dependence of *Pax3:Foxo1a* may in some part be attributable to increased *Pax3* promoter activity at G_2_/M versus G_1_ in C2C12 myoblasts, but *Pax3:Foxo1a* transcript level is so significantly increased over *Pax3* in aRMS cells that other factors related to the chromosomal fusion are likely responsible, *e.g.* gain of a *Foxo1a* 3′ *cis*-enhancer, or loss of a *Pax3* 3′ *cis*-repressor repressor. From the design of the conditional knock-in allele [5], this element(s) can be inferred to exist in the 9.3 kB of the *Foxo1a* 3′ region containing exons 2 and 3 and untranslated region (6.5 kb), or exons 8–10 of *Pax3*. We also cannot exclude that stabilization of the *Pax3:Foxo1a* transcript may to some degree play a role, and this stabilization may or may not be related to the *Foxo1a* cis-elements on the chimeric mRNA.

Because *Pdgfra* [8] and *Igf1r* [9] are well known direct downstream targets of Pax3:Foxo1a, we determined whether these targets were expressed to any degree in 4N (G_2_/M) cells. We first sorted aRMS tumor cells for Pdgfra or Igf1r positivity versus negativity, then performed DNA content analysis. For both receptor tyrosine kinases (RTKs), the majority of cells with positive RTK surface expression were 2N (Figure 2F). However, nearly twice as many 4N cells are Igf1r (or Pdgfra) positive versus Igf1r (or Pdgfra) negative, suggesting these Pax3:Foxo1a targets may have a functional role late in the cell cycle, such as the Igf1r-mediated radioresistance seen for other forms of cancer [10].

### Pax3:Foxo1a expression is specific to G_2_ and acts in G_2_/M checkpoint adaptation

To determine the role of Pax3:Foxo1a in G_2_, M or G_2_/M checkpoint, we examined markers of each cell cycle phase under non-stress or stress conditions. Immunocytochemistry is presented in Figure 3 is a for Pax3:Foxo1a (Pax3) with phospho-histone H3 (pHH3), a marker of mitosis, or CDC2-Y15 (pCDC2), a negative marker of entry into mitosis that is commonly expressed in G_2_ (CDC2-Y15 is phosphorylated by Wee1 kinase, which then negatively regulates Cdc2 kinase [11]; CDC2-Y15 is present starting in late G_1_ then also in S, and G_2_ phases, but absent in M [12]). In murine aRMS primary cultures U23674 and U42369, pHH3 positive metaphase cells did not express Pax3:Foxo1a protein and yet most pCDC2 positive cells expressed Pax3:Foxo1a very highly (Figure 3). These results suggest that Pax3:Foxo1a is expressed in the G_2_ cell cycle phase but not M phase. Human aRMS cell lines Rh3 and Rh41 showed identical results (Figure 3). Next, we sought to understand the function of Pax3:Foxo1a in G_2_. For this purpose we performed genome-wide expression analysis using cells sorted at specific stages of the cell cycle (2N vs. 4N) with or without *Pax3:Foxo1a* siRNA knockdown (Figure 4A). 

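Transcripts were measured in a tumor culture of the conditional Pax3:Foxo1a mouse model of aRMS (Myf6Cre, p53 conditional). Cells were transfected with 10 nM of the eYFP siRNA (knockdown) or with a control siRNA and sorted by DNA content after Hoechst33342 staining. With 1 siRNA sequence against the fusion transcript, a response to the duplex itself cannot be told apart from loss of Pax3:Foxo1a in any comparison of knockdown with control. Each of the 4 groups, 2N and 4N cells with control or knockdown, had 3 arrays, 1 from each of 3 experiments. A further 4 arrays held 3N (S phase) cells of experiments 1 and 2, on which the paper does not report. The arrays were 1-colour Illumina MouseRef-8 v2 BeadChips, and each value is the mean intensity of a probe in 1 RNA sample before normalization, as given by the authors. The target was checked first. A probe for eYFP was not analysed here, and the Foxo1 probe, whose position relative to the fusion breakpoint is not given in the sources used here, reads native Foxo1 and, if it lies in the part kept in the fusion, Pax3:Foxo1a as well. Foxo1 fell by 0.70 on the log2 scale after knockdown in 4N cells (SE 0.14, adjusted p = 0.00503), from 9.47 ± 0.14 to 8.76 ± 0.24 (SD, n = 3 arrays each). In 2N cells it fell by 0.85 (SE 0.14, adjusted p = 0.00142), from 9.30 ± 0.08 to 8.45 ± 0.23. Both falls were seen in 3 of 3 experiments. Background was corrected with the detection values and the signals were quantile normalized on the log2 scale over all 16 arrays. The 9146 genes detected on at least 3 of the 12 arrays of 2N and 4N cells, each by its brightest probe, were compared with limma, with Benjamini-Hochberg adjustment over all of them. On these 12 arrays between 12535 and 13060 of 25697 probes were detected, and the number of arrays limits the precision of each value. The first principal component, with 43.9% of the variance, parted every knockdown array from every control array, and the second, with 17.5%, parted every 2N array from every 3N and 4N array.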

Because *eYFP* is expressed as a second cistron in the targeted *Pax3:Foxo1a-ires-* *eYFP* allele, we anticipated that siRNA for *eYFP* would knock down not only eYFP but also Pax3:Foxo1a. Western blotting of Pax3:Foxo1a and native Foxo1a protein 48 hours after siRNA transfection showed that *eYFP* siRNA efficiently and specifically knocked down Pax3:Foxo1a protein (Figure 4B). Protein expression of the Pax3:Foxo1a transcriptional target Pdgfra was also reduced (Figure 4B).

**Figure 3:**
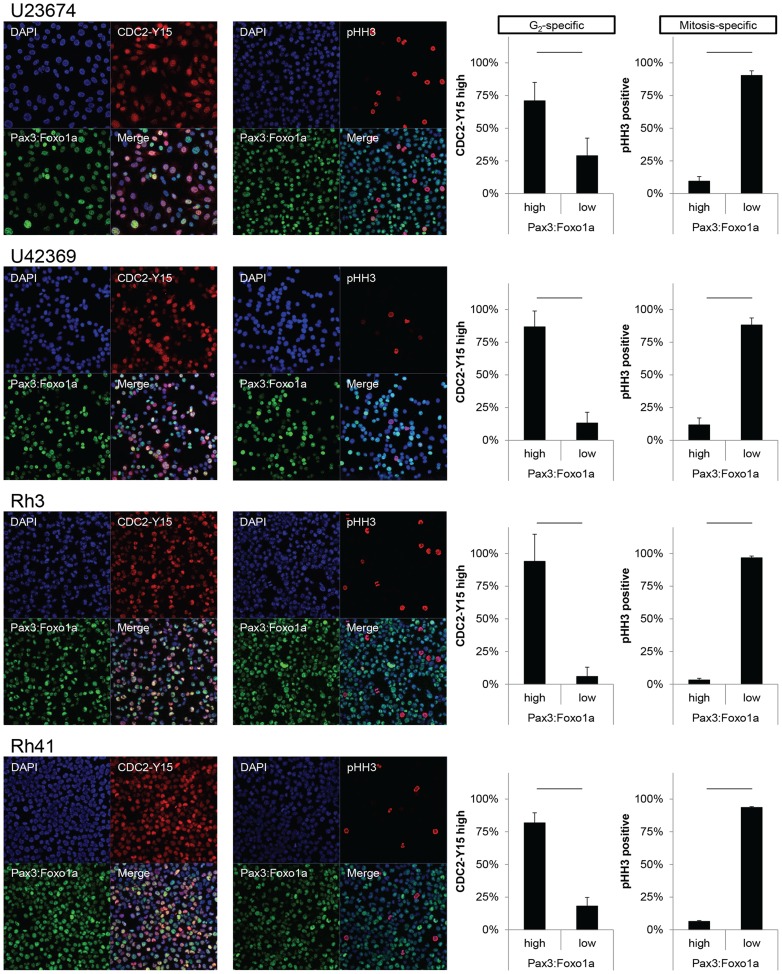
Pax3:Foxo1a is expressed in G_2_ for mouse and human aRMS. Immunocytochemistry for Pax3 (green), pHH3 (red) and DAPI (blue) or Pax3 (green), pCDC2 (red) and DAPI (blue). Numbers are relative rate of Pax3:Foxo1a high or low cells/pHH3 positive cells and Pax3:Foxo1a high or low cells/CDC2-Y15 high cells. Black line shows significant difference (p<0.05).

**Figure 4:**
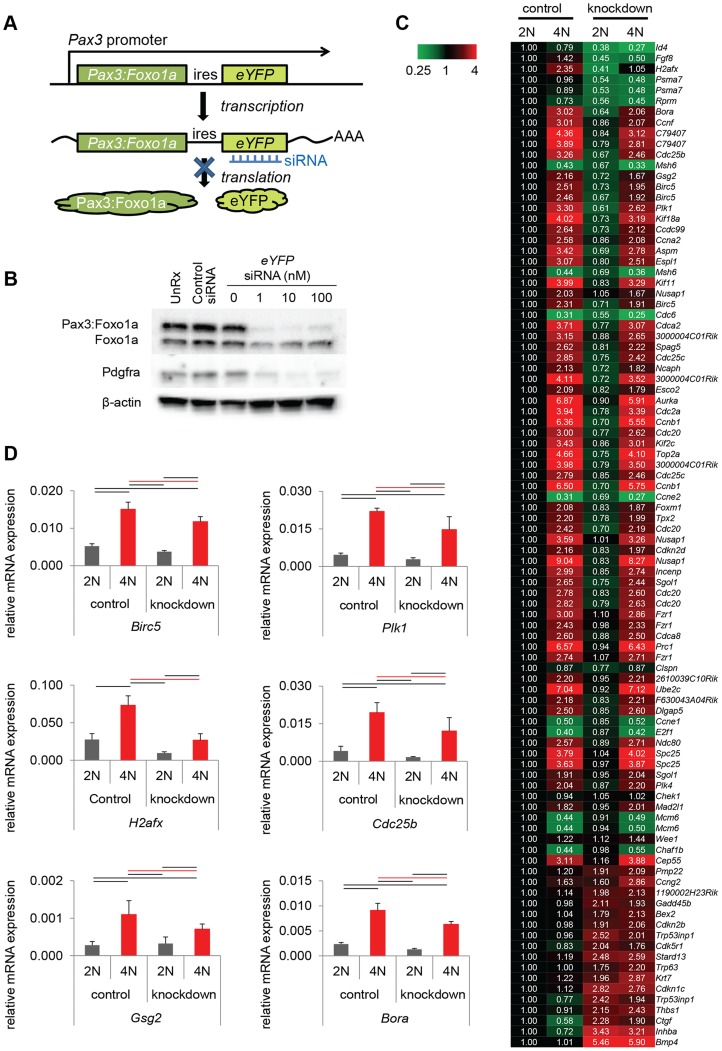
Pax3:Foxo1a induces G_2_/M checkpoint adaptation gene in G_2_/M. (A) Diagrammatic representation of *Pax3:Foxo1a* knockdown strategy using *eYFP* siRNA. (B) Knockdown of the *Pax3:Foxo1a* protein by siYFP. Total cell lysates were isolated 48 h after transfection. Pax3:Foxo1a was detected with an antibody targeting the C-terminus of Foxo1a. (C) Differential expression of 60 of cell cycle genes (as annotated by Gene Ontology) for DNA content with or without *Pax3:Foxo1a* knockdown. (D) mRNA expression by QPCR of *Plk1, Cdc25b, H2afx* and *Birc5* normalized to *Gapdh* in DNA content-sorted U23674 mouse aRMS primary tumor cells with or without *Pax3:Foxo1a* knockdown. Black and red line shows significant difference (p<0.05).

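In control cells, genes of mitosis were higher in 4N than in 2N cells, and genes of the G1/S transition were lower. Nusap1, which encodes a spindle microtubule protein, rose by 3.35 on the log2 scale (SE 0.17, adjusted p = 1.96e-07), and Prc1, a protein of the spindle midzone, by 2.79 (SE 0.15). Aurka, the Aurora A kinase, rose by 2.92 (SE 0.13), Top2a, a DNA topoisomerase, by 2.32, and Ube2c, a ubiquitin-conjugating enzyme of the anaphase-promoting complex, by 3.37 (SE 0.39, adjusted p = 0.000177). Depdc1b had a log2 fold change of 3.46 (SE 0.09, adjusted p = 1.06e-09), and Pif1, a helicase, Arhgef39, Ccnf (cyclin F) and Kpna2, a nuclear import receptor, had log2 fold changes of 2.74, 2.57, 2.49 and 2.44. In the other direction, Ung, the uracil-DNA glycosylase, fell by 2.84 (SE 0.15, adjusted p = 2.05e-07), Ccne2 (cyclin E2) by 2.06 (SE 0.11) and Cdc6, a replication licensing factor, by 1.91 (SE 0.13). E2f1, a transcription factor of the G1/S transition, fell by 1.44, Chaf1b, a chromatin assembly factor, fell by 1.27, Msh6, a mismatch repair protein, fell by 1.26, Mcm6, a part of the replicative helicase, fell by 1.23 and Ccne1 (cyclin E1) fell by 1.18. Slc16a4, a monocarboxylate transporter, had a log2 fold change of -1.45 and Ovgp1 one of -1.52. Every gene named here changed in the same direction in 3 of 3 experiments. Of 44 measured genes on a list of G2/M phase genes, 41 were higher in 4N control cells and none was lower (42 higher when adjusted over the list alone; camera adjusted p = 6.46e-85, and adjusted p = 4.26e-05 with an estimated correlation). Of 40 measured G1/S and S phase genes, 19 were lower and 3 were higher (22 and 5 when adjusted over the list alone; camera adjusted p = 4.87e-12, and adjusted p = 0.0231 with an estimated correlation). All 6 measured genes of checkpoint adaptation that the paper names were higher in 4N cells, all 6 also when adjusted over the list alone, a list the study chose on these samples and so no independent evidence of its direction. Their log2 fold changes were 2.24 for Cdc25b, 1.80 for Bora, 1.78 for Plk1, 1.38 for Birc5, 1.32 for Haspin (Gsg2) and 1.27 for H2afx. Cdk1 (Cdc2a), the kinase that drives entry into mitosis, had a log2 fold change of 2.05 (SE 0.11, adjusted p = 2.91e-07).
After knockdown, 42 of the 44 G2/M phase genes were higher in 4N than in 2N cells and none was lower (43 when adjusted over the list alone; camera adjusted p = 2.28e-90, and adjusted p = 3.34e-05 with an estimated correlation). Kif18b, a mitotic kinesin, had a log2 fold change of 2.59, and Depdc1b, undetected on the 2N knockdown arrays, was at least 7.22-fold higher. Of the G1/S and S phase genes, 12 were lower and 7 were higher (16 and 7 when adjusted over the list alone), with a camera adjusted p = 0.00210 and an adjusted p = 0.354 with an estimated correlation. Fancd2 and Fanci, genes of the Fanconi anemia repair pathway, had log2 fold changes of 1.32 (SE 0.10) and 1.17 (SE 0.14), and of 36 measured DNA damage response and repair genes 8 were higher and 1 was lower (9 and 1 when adjusted over the list alone; camera adjusted p = 0.000307, and adjusted p = 0.0136 with an estimated correlation).
In all, 271 of 9146 genes were higher and 168 lower in 4N than in 2N control cells, and 423 and 349 with the experiment as a block. After knockdown 323 were higher and 165 lower, and 448 and 363 with the experiment as a block. The lists of the 2 comparisons, which share no array but come from the same experiments, had 215 higher genes in common (9.57 by chance) and 73 lower genes (3.03 by chance). The numbers by chance assume independent comparisons. Without the control 4N array of experiment 3 the first total of 439 was 285. The second total of 488 was 288 without the 2N array of experiment 3, 303 without the 2N array of experiment 1, and 307, 309 and 298 without the 4N arrays of experiments 1, 2 and 3.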

From genome-wide expression analysis of 2N vs. 4N sorted cells with or without *Pax3:Foxo1a* siRNA knockdown, we found several genes implicated in the process of G_2_/M checkpoint adaptation to be down-regulated in G_2_/M (4N cells) when Pax3:Foxo1a was knocked down (Figure 4C; Table S1 shows all data analyzed by ANOVA (<0.05) using the multiple comparison correction method of Benjamini and Hochberg). 

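In 4N cells H2afx (H2ax in the array annotation), which encodes the histone variant phosphorylated around DNA double strand breaks, fell by 1.19 on the log2 scale after knockdown (SE 0.11, adjusted p = 2.69e-05), from 12.75 ± 0.04 to 11.56 ± 0.03 (SD, n = 3 arrays each). Bora, whose product helps Aurora A to activate Plk1, fell by 0.60 (SE 0.13, adjusted p = 0.00651), from 10.58 ± 0.05 to 9.98 ± 0.12. Haspin (Gsg2), a histone H3 kinase, fell by 0.42 (SE 0.13, adjusted p = 0.0348), Birc5, the survival factor Survivin, fell by 0.37 (SE 0.09, adjusted p = 0.0141) and Plk1, a mitotic kinase, fell by 0.34 (SE 0.09, adjusted p = 0.0252). Plk1 went from 12.37 ± 0.12 to 12.03 ± 0.03, Birc5 from 12.02 ± 0.06 to 11.65 ± 0.04 and Haspin from 9.76 ± 0.18 to 9.34 ± 0.14. Other detected Birc5 probes fell by 0.37 and 0.29 in 4N cells (adjusted p = 0.0417 and 0.0845 from limma over all detected probes), so the call of Birc5 depends on the probe. Cdc25b, a phosphatase that activates Cdk1, was at 9.50 ± 0.14 in controls and 9.02 ± 0.17 after knockdown, a log2 fold change of -0.47 (SE 0.16, adjusted p = 0.0648) that did not pass the test. With the experiment as a block the adjusted p of Cdc25b was 0.0257, and it lay between 0.0101 and 0.0964 over the alternatives that kept every array. All 6 genes were lower in 3 of 3 experiments.
Of these 6 measured genes of checkpoint adaptation, 5 fell and none rose (6 lower when adjusted over the list alone). The study chose this list on these samples, so it is no independent evidence of its direction, and Plk1, Cdc25b and Birc5 are also on the G2/M list and H2afx on the DNA damage list. Camera gave an adjusted p = 0.000256 for it, and an adjusted p = 0.0400 with an estimated correlation. The call of Plk1 ended without the control 4N arrays of experiments 1 and 3 (adjusted p = 0.0776 and 0.0945) and without the knockdown 4N arrays of experiments 1, 2 and 3 (0.0587, 0.0656 and 0.0703), each left out alone. That of Birc5 ended without the knockdown 4N arrays of experiments 1 and 2 (adjusted p = 0.0506 and 0.228) and the control 4N array of experiment 3 (0.131), and that of Haspin without the knockdown 4N arrays of experiments 1, 2 and 3 (0.0527, 0.130 and 0.0570) and the control 4N arrays of experiments 2 and 3 (0.0615 and 0.134). The count of 5 then became 2 without the control 4N array of experiment 3 or the knockdown 4N array of experiment 1 or 2, and 3 without the knockdown 4N array of experiment 3.
Of 44 measured G2/M phase genes, 6 fell and none rose (5 lower when adjusted over the list alone and 11 lower with the experiment as a block), with a camera adjusted p = 0.00115 and an adjusted p = 0.163 with an estimated correlation. Kif23, a kinesin of the spindle midzone, fell by 0.66 (SE 0.11, adjusted p = 0.00105) and Anln, the cytokinesis protein anillin, fell by 0.45 (SE 0.09). Leaving out the control 4N array of experiment 1 gave 3 lower genes, and leaving out the control 4N array of experiment 3 or the knockdown 4N array of experiment 1 or 2 gave 2. Of 40 measured G1/S and S phase genes, 4 fell and 1 rose (3 lower and none higher when adjusted over the list alone, and 6 and 2 with the experiment as a block; camera adjusted p = 0.492), among them Brip1, a helicase of DNA repair, which fell by 0.91 (SE 0.11, adjusted p = 0.000169). These 5 became 1 and 3 without the control 4N arrays of experiments 1 and 3, and 3 without the knockdown 4N array of experiment 1 or 3. Of 36 measured DNA damage response and repair genes, 7 fell and 1 rose, also when adjusted over the list alone (camera adjusted p = 0.111), among them Chek2, a checkpoint kinase, which fell by 0.83 (SE 0.19, adjusted p = 0.00928). The 7 became 4 without the control 4N array of experiment 1 or the knockdown 4N array of experiment 1, 2 or 3, and 3 without the control 4N array of experiment 3.
Of 9 measured anti-apoptotic genes, Birc5 fell and none rose (2 lower when adjusted over the list alone and 2 with the experiment as a block; camera adjusted p = 0.621). Of 17 measured pro-apoptotic genes, 5 fell and 3 rose, also when adjusted over the list alone (camera adjusted p = 0.838). Fas, a death receptor, had a log2 fold change of 2.54 (SE 0.31, adjusted p = 0.000171), Apaf1, the apoptosome scaffold, one of 0.96 (SE 0.11) and Pmaip1 (Noxa) one of -0.91 (SE 0.18). Of 16 measured CDK inhibitor and growth arrest genes, 10 rose and 2 fell, also when adjusted over the list alone, with a camera adjusted p = 0.00221 and an adjusted p = 0.163 with an estimated correlation. The CDK inhibitors Cdkn1c (p57) and Cdkn2b (p15) rose by 1.38 (SE 0.14, adjusted p = 5.57e-05) and 1.10 (SE 0.10), and Gadd45b rose by 1.06 (SE 0.15). Of 23 measured p53 target genes, 4 rose and 4 fell, also when adjusted over the list alone (camera adjusted p = 0.621). Trp53inp1, a stress-induced p53 target, rose by 2.20 (SE 0.13, adjusted p = 9.49e-07), while Rprm, undetected on the 4N knockdown arrays, was at least 2.12-fold lower. The mouse model is p53 conditional and Trp53 has no named probe on the arrays, so these values do not show p53 activity.
From the lower expression in 4N cells after knockdown, the paper found that several genes implicated in checkpoint adaptation were down-regulated in G2/M. It describes adaptation as progression through a delayed checkpoint before DNA damage is completely repaired, which requires anti-apoptotic signals in addition to the factors of checkpoint recovery. By QPCR it then reports differential expression of the damage sensing and checkpoint progression factors Plk1, Cdc25b and H2afx and of the survival factor Birc5 (Figure 4D).

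**Figure D1:**
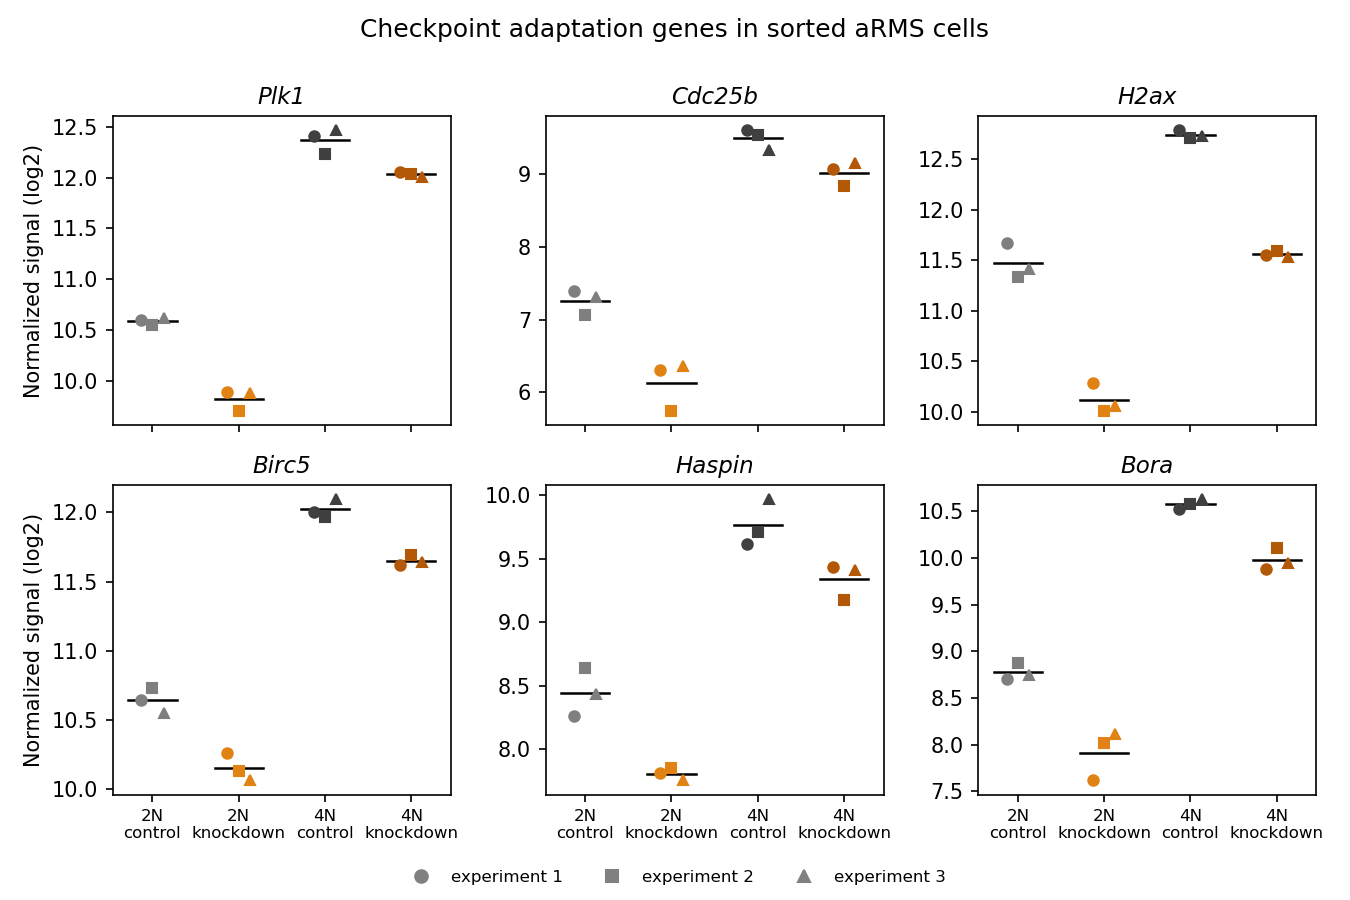
Normalized log2 signal of Plk1, Cdc25b, H2afx (H2ax), Birc5, Haspin and Bora on each of the 12 arrays of 2N and 4N cells, with 1 marker shape per experiment and a line at the mean of the 3 arrays of a group. In each panel the knockdown mean lies below the control mean of the same DNA content and the 4N means lie above the 2N means, for H2afx at 11.56 in 4N knockdown and 11.48 in 2N control cells.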

Checkpoint adaptation is the process by which unicellular organisms or cancer cells progress through a delayed cell cycle checkpoint (G_2_ or by analogy the mitotic spindle assembly checkpoint) in lieu of programmed cell death, but before DNA damage is completely repaired [13], [14], [15]. Factors implicated in checkpoint adaptation are similar to those involved in checkpoint recovery (after complete repair of DNA damage), but additionally require anti-apoptotic signals [14]. Select G_2_/M checkpoint adaptation genes implicated in this experiment, the DNA damage sensing/checkpoint progression factors *Plk1*, *Cdc25b*, *H2afx* and the cell survival factor *Birc5* (*Survivin*), were validated for differential expression by QPCR (Figure 4D). Whether these genes are direct transcriptional targets of Pax3:Foxo1a was investigated by interrogating loci for reported nearby Pax3:Foxo1a binding sites [16]. Most potential regulatory sites were greater than 60 kB away (Table S2). While regulatory sequences can be hundreds of kBs away from the target gene, it remains possible that these genes may also be regulated indirectly by other Pax3:Foxo1a target genes or miRNAs.

As a test of checkpoint adaptation and the permissiveness of aRMS cells to transit from G_2_ to mitosis despite single- and double-stranded DNA damage, we irradiated tumor cells with or without *Pax3:Foxo1a* knockdown. Radiation resulted in a higher fraction of DNA breaks amongst mitotic cells (as represented by dual pHH3 positive, H2AX positive cells) under conditions of Pax3:Foxo1a expression than its knockdown (Figure 5A and Figure S2A), suggesting that Pax3:Foxo1a does facilitate G_2_ to M transition, consistent with checkpoint adaptation. Moreover, we performed cell cycle and Annexin V apoptosis detection assay after treatment with 10 Gy radiation for two independent eYFP shRNA knockdown clones compared to two other independent shRNA controls (as stated early, eYFP knockdown also achieves Pax3:Foxo1a knockdown) (Figure S2). Cell cycle analysis of the shRNA clones treated with radiation revealed increasing percentage of cells in cells having ≥4N DNA content after radiation for *Pax3:Foxo1a* knockdown cells compared to radiated controls (p<0.05)(Figure 5B). This result is consistent with a role of Pax3:Foxo1a in overcoming G_2_ arrest or M checkpoint arrest after radiation. Similarly, the Annexin V apoptosis detection assay showed a lower induction of apoptosis following radiation when Pax3:Foxo1a expression was preserved in shControl clones than shYFP cells (Figure 5C).

**Figure 5:**
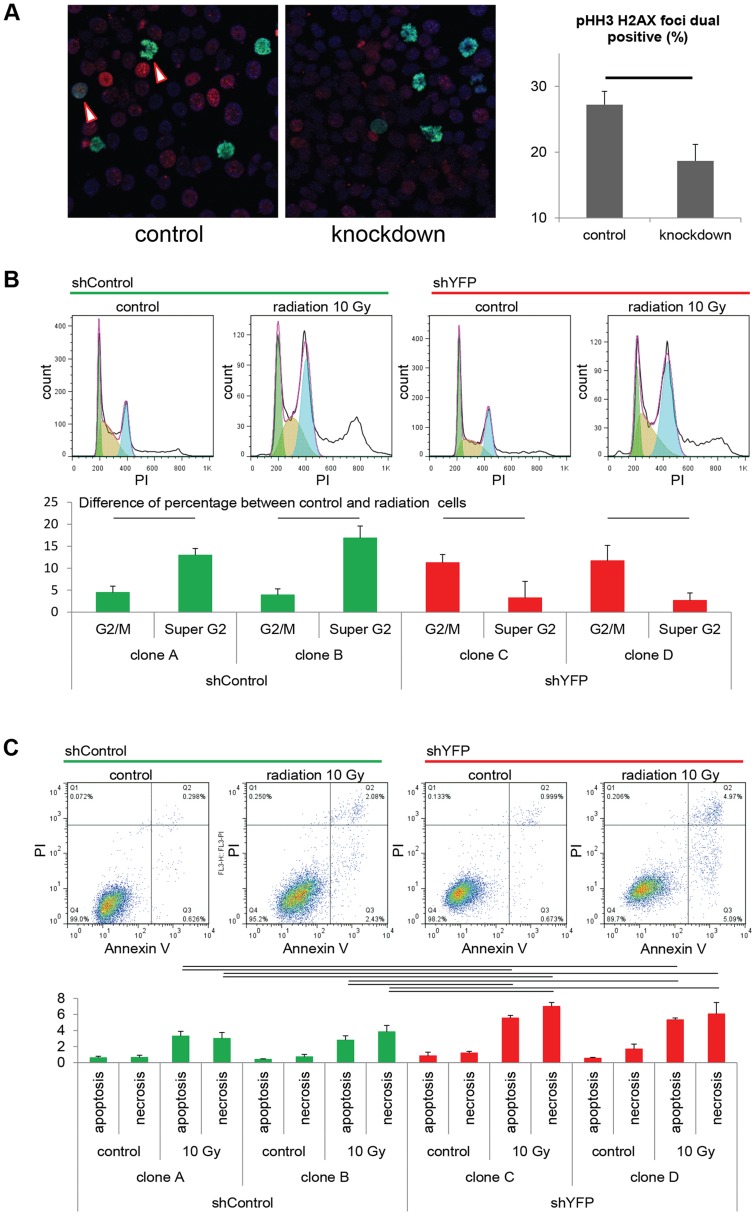
Pax3:Foxo1a facilitates G_2_/M checkpoint adaptation. (A) Immunocytochemistry for pHH3 (green), pH2AX (red) and DAPI (Blue) using U23674 mouse aRMS primary cell culture with or without *Pax3:Foxo1a* knockdown treated with 6 Gy irradiation. Black line shows significant difference (p<0.05). See Figure S2A for representative single-channel ICC images corresponding to Figure 5A. Arrowheads indicate pHH3 and pH2AX double positive cells. (B) Representative cell cycle analysis for U23674 transfected by shControl (Clone A) or shYFP (Clone C) with or without 10 Gy irradiation. The graph shows the differences of percentage between control and radiated cells in shControl and shYFP clones in 3 independent experiments. Black line shows significant difference (p<0.05). (C) Annexin V apoptosis detection assay for U23674 transfected by shControl or shYFP clones with or without 10 Gy irradiation. Black line shows significant difference (p<0.05).

To test the acute role of Pax3:Foxo1a in tolerization to treatment-related DNA damage *in vivo*, we used eYFP siRNA to transiently knock down Pax3:Foxo1a in aRMS tumor cells treated with radiation versus non-irradiated controls that were then orthotopically injected into unirradiated host mice. Pax3:Foxo1a mediated a cell survival and tumor re-establishment advantage under the stress condition of irradiation, but not under homeostatic conditions (p = 0.02, Figure 6A and 6B).

**Figure 6:**
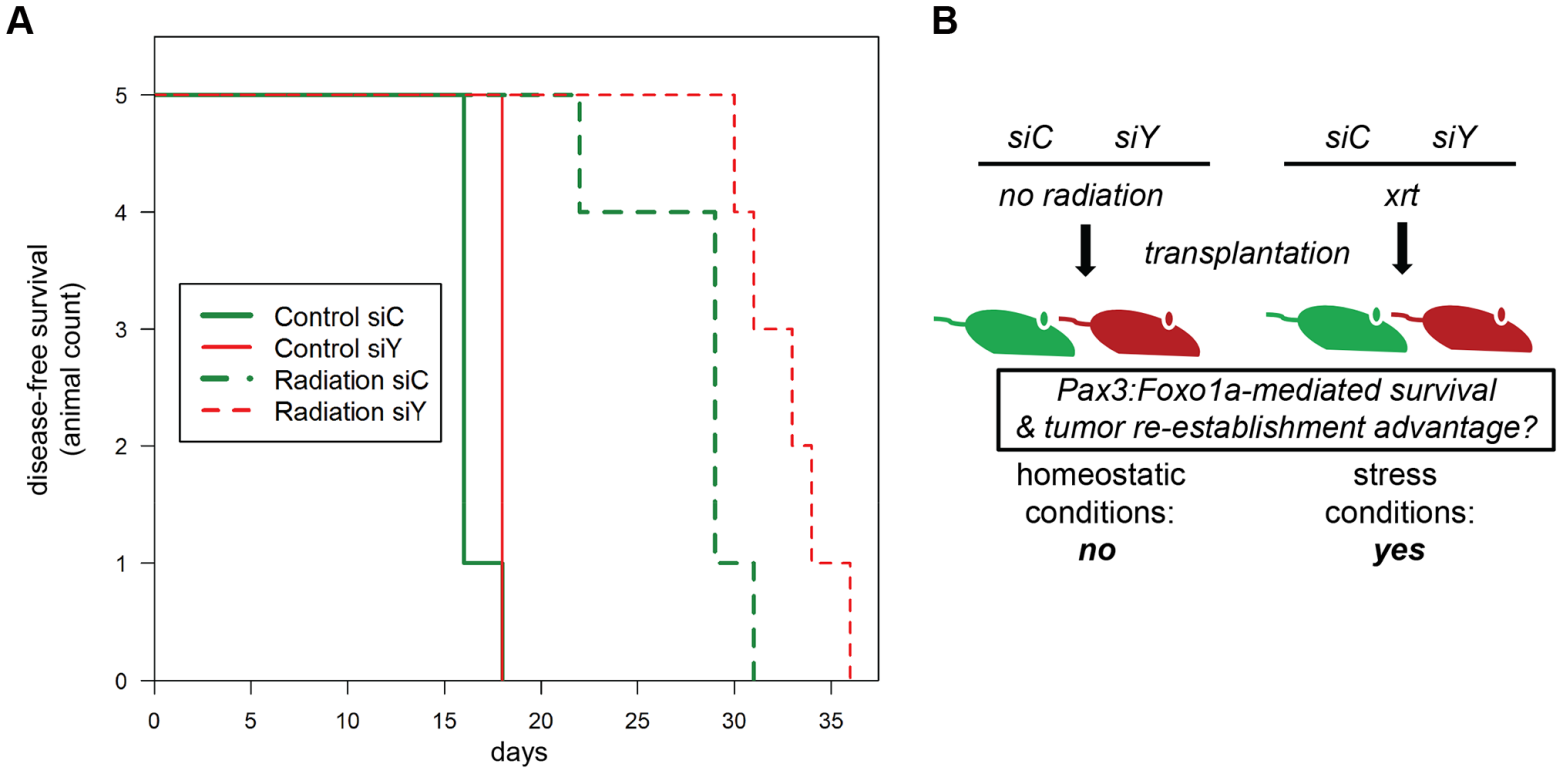
Treatment-related implications for dynamic oncogene expression in rhabdomyosarcoma *in vivo*. (A) Kaplan-Meier survival analysis for disease-free survival of mice implanted with pre-irradiated (10Gy) primary murine aRMS tumor cells treated with *Pax3:Foxo1a* siRNA (siY) or control siRNA (siC), *n* = 5 animals per cohort. The p value for the difference between siY and siC groups receiving radiation was 0.02. (B) Diagrammatic representation of results in (A).

To assess the extent to which the fusion gene mediates refractoriness to chemotherapy agents, we observed Pax3:Foxo1a to facilitate 2–4 fold refractoriness to clinical agents capable of causing double-stranded DNA breaks and mitotic arrest (vincristine, actinomycin-D, topotecan) more so than agent inducing single-strand breaks (mafosfamide, the active metabolite of cyclophosphamide) (Figure S3A–E). That a similar role of Pax3:Foxo1a may apply to targeted agents was previously suggested by enriched G_2_ expression of Pdgfra (Figure 2F) and then demonstrated by increased sensitivity to prototypic Pdgfr inhibitor, imatinib, after *Pax3:Foxo1a* knockdown (Figure S3F). Similarly, *Pax3:Foxo1a* knockdown sensitized tumor cells to siRNA inhibition of downstream signaling mediators of acquired imatinib resistance (Figure S3G) [17]. Thus, these *in vitro* and *in vivo* results are consistent with a function of Pax3:Foxo1a in mediating checkpoint adaptation and refractoriness to the established clinical therapies of radiation and chemotherapy, or more contemporary molecularly-targeted agents.

## Discussion

A key finding of this study is that Pax3:Foxo1a expression is dynamic and varies during the cell cycle. To our knowledge this is first report of a translocation-mediated chimeric transcription factor oncogene that is expressed in a cell cycle-specific manner – much less, one that is expressed specifically during G_2_. The master transcription factor MYOD is expressed strongly during G_1_ [18] but is inactivated by phosphorylation during mitosis, which results in deportation from the nucleus [19]. MYF5 is also expressed in a cell cycle-dependent manner, but neither MYOD nor MYF5 expression is increased during G_2_/M as observed in our study of Pax3:Foxo1a in aRMS. Our findings reveal that *Pax3* expression in wildtype C2C12 myoblasts is dynamic and increased during G_2_/M, but that to account for the dramatic increase in *Pax3:Foxo1a* expression an additional enhancer effect of *Foxo1a* 3′ region DNA is likely to be present. This result opens the possibility that co-factors assembled at the *Pax3* promoter or fusion gene specific *cis*-elements might be targeted to suppress Pax3:Foxo1a expression.

Cell cycle progression after DNA damage is regulated by checkpoint controls, which prevent continued transit through the cycle until the damage has been repaired, hence protecting the integrity of the genome. Arrest in G_1_ permits repair prior to replication, whereas arrest in G_2_ allows repair prior to mitotic chromosome segregation. The p53 tumor suppressor, which is mutated in roughly half of human aRMS, has been shown to be integral to both G_1_ and G_2_ damage checkpoint machinery, but some reports found p53 dispensable for the G_2_ checkpoint [13], [20].

Checkpoint adaptation is defined as the ability to divide and survive following a sustained checkpoint arrest despite the presence of unrepairable DNA breaks [14]. Cells undergoing checkpoint adaptation will frequently die in subsequent cell cycles if DNA damage goes unrepaired, yet, some cells may be able to survive and proliferate in an aneuploid state [14]. Furthermore, in unicellular eukaryotes and tumor cells, DNA repair can occur at G_1_ [21]. Here, we reveal that the G_2_/M adaptation genes (*H2afx*, *Cdc25b* and *Plk1*) were suppressed by *Pax3:Foxo1a* knockdown in G_2_ and M cell cycle phases and that fewer cells transited from G_2_ to M without initiating apoptosis under conditions of *Pax3:Foxo1a* knockdown in the context of radiation-induced stress. These results suggested that not only cell cycle dependent expression but also a clinically-relevant biology underlying Pax3:Foxo1a expression at the G_2_-M checkpoint, a critical cell cycle checkpoint following radiation or DNA double strand break inducing-chemotherapy.

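H2afx, Cdc25b and Plk1 were also lower after knockdown in 2N cells. H2afx (H2ax) fell by 1.36 on the log2 scale (SE 0.11, adjusted p = 1.17e-05), Cdc25b fell by 1.12 (SE 0.16, adjusted p = 0.000604) and Plk1 fell by 0.77 (SE 0.09, adjusted p = 0.000191). Without background correction, and with the authors' values, the log2 fold change of Cdc25b was -0.57 each. In the order H2afx, Cdc25b and Plk1, the 2N control means were 11.48 ± 0.18, 7.26 ± 0.17 and 10.59 ± 0.04 and the 2N knockdown means 10.12 ± 0.15, 6.14 ± 0.34 and 9.82 ± 0.11 (SD, n = 3 arrays each). Bora fell by 0.86 (SE 0.13), Haspin by 0.64 (SE 0.13, adjusted p = 0.00351) and Birc5 by 0.49 (SE 0.09, adjusted p = 0.00249). Each was lower in 3 of 3 experiments, and all 6 measured adaptation genes passed the test (6 when adjusted over the list alone, a list the study chose on these samples and so no independent evidence; camera adjusted p = 1.43e-06, and adjusted p = 0.00952 with an estimated correlation).
Other cell cycle genes fell in 2N cells as well. Of 44 measured G2/M phase genes 20 were lower and none was higher (25 lower when adjusted over the list alone; camera adjusted p = 2.36e-09, and adjusted p = 0.0366 with an estimated correlation), with Kif23 at a log2 fold change of -1.19 (SE 0.11) and Anln at -0.85 (SE 0.09). Of 40 G1/S and S phase genes 14 were lower and none was higher (18 lower when adjusted over the list alone), with a camera adjusted p = 7.01e-07 and an adjusted p = 0.0697 with an estimated correlation. Cdc6 fell by 0.93 (SE 0.13, adjusted p = 0.000522), Brip1 fell by 1.04 and Ccne2 fell by 0.61. Without the control 2N array of experiment 3 or the knockdown 2N array of experiment 1, the 20 became 13 and the 14 became 8. Of 36 DNA damage response and repair genes 11 were lower and 1 was higher, also when adjusted over the list alone (camera adjusted p = 0.00196, and adjusted p = 0.0377 with an estimated correlation), with Chek2 at a log2 fold change of -1.26 (SE 0.19) and Fanci at -0.79 (SE 0.14).
Whether the effect of knockdown on the log2 scale differed between 4N and 2N cells was tested gene by gene. Such a difference is one of relative change, and for genes with a higher control level in 4N cells it need not hold for absolute signal. For each measured adaptation gene the group means, taken back from log2, fell more in signal in 4N than in 2N cells, which was not tested. No gene of 9146 passed the test of the log2 difference (limma, 0 genes, lowest adjusted p = 0.722, with 293 at an unadjusted p under 0.05). With the experiment as a block none passed either (0 genes, 485 at an unadjusted p under 0.05). The 293 are fewer than that threshold would give by chance with no difference anywhere. Without the block, variation shared within an experiment stays in the error of this test, so it can miss differences. The simulated data did not include this difference, so 0 calls do not show equal effects. The difference, 4N minus 2N, was 0.43 for Plk1 (SE 0.13, unadjusted p = 0.00760 from limma), 0.65 for Cdc25b (SE 0.23, unadjusted p = 0.0171 from limma) and 0.17 for H2afx (SE 0.15). For Birc5, Haspin and Bora it was 0.12 (SE 0.13), 0.22 (SE 0.18) and 0.26 (SE 0.18), and the adjusted p of all 6 was 0.9999. Without background correction the difference was 0.16 for Cdc25b (SE 0.15, unadjusted p = 0.285 from limma) and 0.37 for Plk1 (SE 0.12, unadjusted p = 0.00705 from limma). The log2 fall was larger in 2N cells in 3 of 3 experiments for Plk1, Cdc25b, H2afx, Birc5 and Haspin and in 2 of 3 for Bora. For Birc5 the falls were nearly equal in experiment 1, from 10.643 to 10.257 in 2N and from 12.003 to 11.62 in 4N cells. They were close in experiment 3 as well, from 10.547 to 10.062 in 2N and from 12.093 to 11.64 in 4N cells.
In 2N cells 1001 genes rose and 955 fell after knockdown. Of these, 701 also rose (98.4 by chance) and 614 also fell (88.6 by chance) in 4N cells, and none of the 1315 shared genes went in opposite directions. The numbers by chance assume independent comparisons, but both come from the same experiments. Deviations from group means were correlated between 2N and 4N arrays of the same siRNA and experiment (r between 0.301 and 0.464). Across the 9146 genes the correlation of the log2 fold changes in 4N and 2N cells was r = 0.881, where genes are not independent replicates. Among the genes named in 2N cells were Ogn, a small leucine-rich proteoglycan, with a log2 fold change of 3.93 (SE 0.14, adjusted p = 1.92e-08), Igfbp2, an IGF-binding protein, with 2.73, Atp13a4, a P5-type ATPase, with -2.28 (SE 0.25), Slco4a1, an organic anion transporter, with -1.95, Itgb7, an integrin, with -1.74, and Podxl with -1.70. Eomes, a T-box factor, and Btc, the EGF family ligand betacellulin, were undetected on the 2N knockdown arrays and at least 3.23-fold and 2.54-fold lower. Of 27 measured extracellular matrix genes 18 rose and 1 fell in 2N cells (21 and 1 when adjusted over the list alone; camera adjusted p = 2.63e-11, and adjusted p = 0.0947 with an estimated correlation). Of 24 interferon response genes 18 rose and none fell (19 when adjusted over the list alone; camera adjusted p = 1.05e-16, and adjusted p = 0.000665 with an estimated correlation), and of 21 sarcomere genes 13 rose and 2 fell (14 and 2 when adjusted over the list alone; camera adjusted p = 1.88e-06, and adjusted p = 0.0716 with an estimated correlation).

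**Figure D2:**
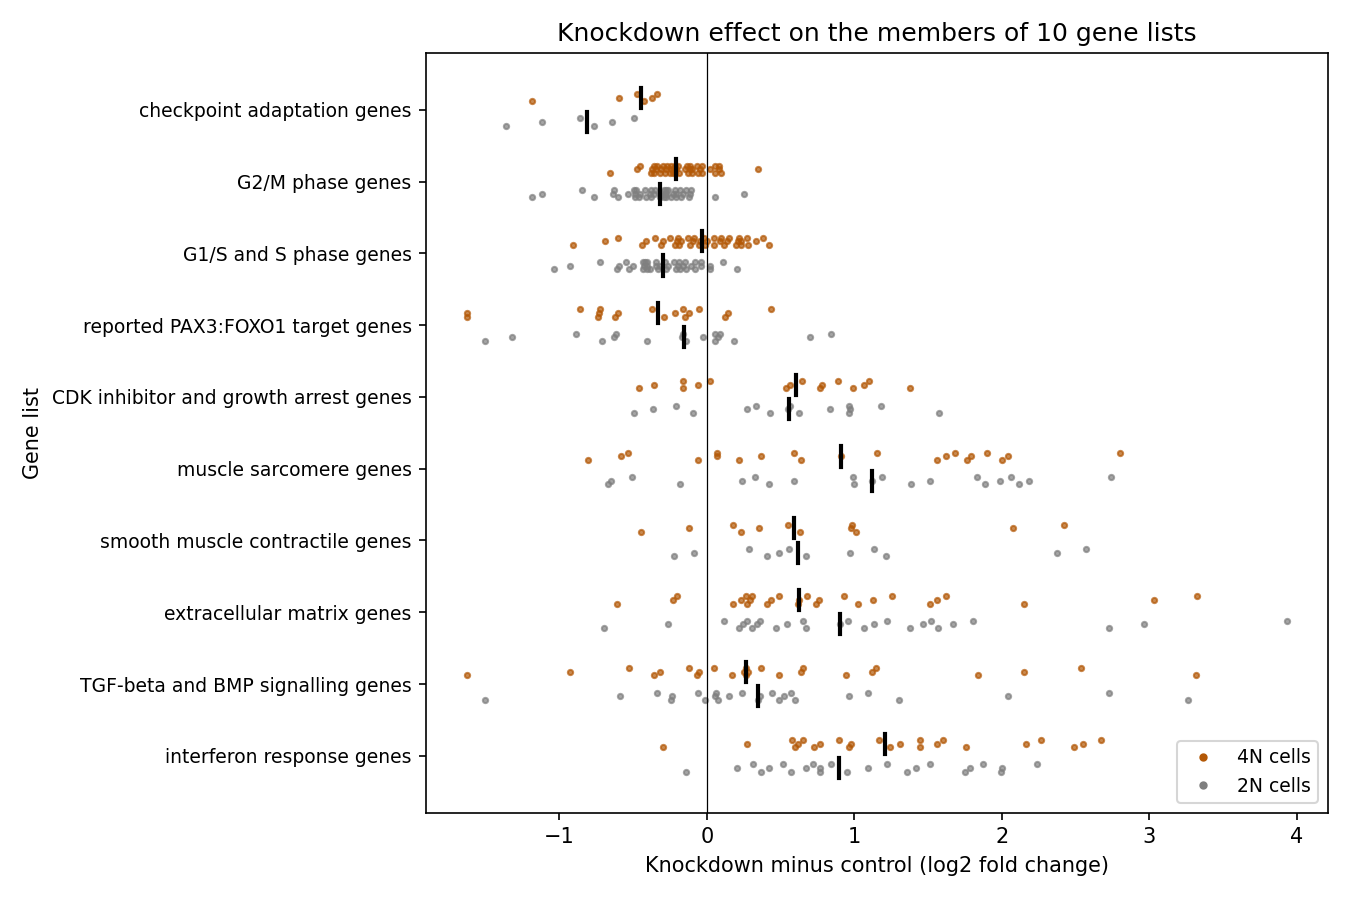
Fitted log2 fold change (knockdown minus control) of each measured member of 10 gene lists in 4N cells (upper points of each list) and 2N cells (lower points), with a bar at the median. The medians of the adaptation, G2/M, G1/S and PAX3:FOXO1 target lists lie below 0 and those of the CDK inhibitor, muscle, extracellular matrix, TGF-beta and interferon lists above 0 in both. In 4N cells the G1/S median lies close to 0, at -0.034, and that list was not called (camera adjusted p = 0.492).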

That a myogenic cancer might utilize genomic instability, aneuploidy or multinucleation as a mechanism of cell survival or tumor cell evolution/progression may not be so unexpected, in retrospect. Normal myofibers are typically multi-nuclear by definition, and genetic conditions predisposing to mitotic disjunction such as Mosaic Variegated Aneuploidy (MVA) are strongly associated with the development of RMS [22]. Both aRMS and eRMS have also been documented to be hyperdiploid, tetraploid, polyploid or to even have mixed aneuploid populations [23], [24], [25]. At a cellular level, the heterogeneity of cells in rhabdomyosarcoma is notable for the subpopulation of multi-nucleated rhabdomyoblasts which appears with giant nuclei or as multi-nucleated giant cells, often with cross-striations – yet highly mitotic [26]. These rhabdomyoblasts might be compared to the multinucleated stemloid cells in fibrosarcoma, which have a tumor-repopulating ability [27]. Our recent study of aRMS and the PKC iota inhibitor, aurothiomalate, reveals that aRMS cells have a remarkable tolerance to polyploidy, which induces neither apoptosis or senescence [28]. This intrinsic capacity to tolerate aneuploidy as well as this report's observed Pax3:Foxo1a-mediated increase in checkpoint adaptation gene expression may be directly relevant to clinical care, given that decreased expression of these same factors (*i.e.*, PLK1, CCCNB1, BIRC5, AURKB) have been reported to improve sensitivity to mitotic inhibitors [29]. Therefore, the interest generated from chemical screens identifying PLK1 as a potential therapeutic target in RMS [30] is likely warranted.

When considering the differences in treatment-related outcomes in RMS subtypes, the role of Pax3:Fox01a in checkpoint adaptation may be our most important clue yet as to how to improve outcome for fusion positive patients: while aRMS are certainly sensitive to standard chemotherapy and radiation, it is the survival of resistant clones which is the cause of disease progression and relapse – which occur to a greater extent in Pax:Foxo1a positive aRMS than fusion negative aRMS or eRMS [31], [32], and which we believe to be a result of *Pax3:Foxo1a*-mediated checkpoint adaptation. These effects on tumor cell sensitivity to radiation, chemotherapy and targeted therapeutics are likely to be cumulative and possibly critically important in defining the otherwise very narrow therapeutic window for fusion positive aRMS, for which the toxicity of chemotherapy and radiation is now dose-limiting [33].

Perhaps the most interesting aspect of this genetically-engineered conditional mouse model of a deadly but rare childhood cancer is that a labor-intensive knock-in approach to modeling the molecular pathophysiology of a fusion gene was beneficial. Successful transgenic tumor models have been generated by constitutive, ectopic expression of translocation-related fusion oncogenes for synovial sarcoma [34] as well as other “driver” oncogene related tumors [35]; similarly, retroviral transfection of oncogenes into hematopoietic cells has enabled this study of translocation-associated leukemia for many years [36], [37]. However, are these systems driven by non-native or partial-native promoters to be the definitive preclinical platforms for interrogating molecular physiology – or are distal native *cis*- and *trans*-regulation temporally critical? Every experimental system has its advantages and limitations, yet for cell and animal models where translocation-mediated fusion genes have yet to be modeled at the native promoter, we may have an entirely new spectrum of cancer genetics to explore.

## Materials and Methods

## Ethics statement

All animal procedures were conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Oregon Health & Science University (OHSU) or the Joslin Diabetes Center (Boston, MA). Every effort was made to minimize suffering.

### Mice

The *Myf6Cre,Pax3:Foxo1a,p53* conditional aRMS mouse model has been described previously [5], [6], [7], is described as caMOD Model 150064393, and is publically available through the NCI MMHCC Repository (MMHCC Strain Codes 01XBL B6; 129-Myf6<tm2(Cre)Mrc> and 01XBM B6; 129-Pax3<tm1Mrc>). SHO-*Prkdc^scid^Hr^hr^* mice were purchased from Charles River Laboratories (Wilmington, MA) and bred/maintained at OHSU.

### Primary tumor cell cultures and cell lines

Mouse primary cell cultures (U23674, U42369, U57844) were established from tumor samples. Tumors were minced into small pieces and digested with collagenase (10 mg/ml) overnight at 37°C. The dissociated cells were then incubated in Dulbecco's modified eagle's media supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin in 5% CO_2_ at 37°C. C2C12 mouse myoblast cells were purchased from ATCC (Manassas, VA). Human aRMS cell lines were a gift from Peter Houghton (Rh3; Nationwide Children's Hospital, Columbus, OH) or Patrick Reynolds (Rh41; COG Cell Culture and Xenograft Repository). These cells lines were maintained in the same culture conditions as primary tumor cell cultures: DMEM supplemented with 10% Fetal Bovine Serum (FBS) and 1% Penicillin-Streptomycin. All primary cell cultures experiments using cells were carried out at passage 3–7.

### Confocal imaging

For immunofluorescence staining of frozen sections, the polyclonal antibody for green fluorescent protein (1∶1000, AB16901, Chemicon) was used with DAPI counterstain.

### RNA interference studies

siRNA transfections were carried out using Lipofectamine2000 (Invitrogen, Grand Island, NY) according to manufacturer's recommended protocol. siRNA's were diluted between 0.1 and 10 nM, and the final concentration of Lipofectamine2000 was 0.2%. siYFP Stealth RNAi siRNA Reporter Controls (cat. 12935-145; Invitrogen) were used as the eYFP siRNA to knockdown the *Pax3:Foxo1a-ires-* *eYFP* bi-cistronic mRNA, whereas Stealth RNAi siRNA Negative Control Med GC #3 (cat. 12935-113; Invitrogen) was used as the siRNA control (siCont).

### Generation of shRNA tumor cell culture clones

To establish shRNA knockdown clones of primary tumor cell cultures, we used MISSION pLKO.1-puro eGFP shRNA Control Transduction Particles (cat. SHC005V; Sigma Aldrich) for Pax3:Foxo1a knockdown and MISSION pLKO.1-puro Non-Mammalian shRNA Control Transduction Particles (cat. SHC002V; Sigma Aldrich) as the control, respectively. shRNA transfections and clonal selection were carried out according to manufacturer's recommended procedures. Mouse RMS primary cell cultures were plated at 1.8×10^6^ cells per 150 mm dish. After 24 h, hexadimethrine bromide was added (8 µg/ml, cat. H9268; Sigma Aldrich), followed by each particle solution (MOI 0.5). After another 24 h, media were removed and fresh media were added. The following day, puromycin was added (5 µg/ml, cat. P8833; Sigma Aldrich). Puromycin-resistant clones were selected cloning rings at day 14 (shControl) and day 17 (shYFP), with continuous puromycin selection at all times.

### Radiation

Cells were irradiated on a Trilogy linear accelerator (Varian, Palo Alto, CA) with a 10×10 cm AP field. Two centimeter of bolus material was placed on top of the 2 chamber slide or 6 cm dish and the target surface distance to the bolus was at 97 cm. Monitor units on the linear accelerator were then set to deliver 6 Gy or 10 Gy of dose to the cells.

### Immunoblotting

Tumors were lysed in radioimmunoprecipitation assay (RIPA) buffer or NP40 buffer containing both protease and phosphatase inhibitor (Sigma). The lysates were homogenized and centrifuged at 8000 g for 10 minutes. The resulting supernatants were used for immunoblot analysis. Goat anti-FOXO1A antibody (cat. Sc-9808; Santa Cruz, Santa Cruz, CA), goat anti-GFP antibody (cat. 600-101-215, Rockland; Gilbertsville, PA) or rabbit anti-PDGFRa antibody (cat. #3164; Cell signaling Technology, Danvers, MA).

### Immunocytochemistry

Cells were plated on 8-well CultureSlides (cat. 354118; BD Falcon, Franklin Lakes, NJ), fixed with 4% paraformaldehyde, permeabilized with 0.1% or 0.25% TritonX100, washed and incubated with mouse monoclonal anti-skeletal myosin (FAST) (cat. M4276; Sigma), rabbit anti-Ki67 (cat. RM-9106-F; Thermo Scientific, Waltham, MA), mouse anti-Pax3 (cat. MAB2457; R&D Systems), mouse anti-phospho Histone H3 (cat. #9706; Cell Signaling Technology), rabbit anti-phospho Histone H3 (cat. #3377; Cell Signaling Technology), mouse anti-phospho Histone H3 (cat. #9706; Cell Signaling Technology), rabbit anti-CDC2-Y15 (cat. #4539; Cell Signaling Technology) or rabbit anti-phospho H2AX antibody (cat. #9718; Cell Signaling Technology), overnight, rinsed with PBS, incubated with fluorescein isothiocyanate-conjugated anti-mouse and rabbit IgG (1∶200) for 1 h, and examined by confocal microscopy with a Zeiss LSM700 instrument. For immunocytochemistry experiments, at least 100 positive cells were scored per specimen.

### FACS sorting

Cells were suspended in Hank's balanced salt solution (HBSS) with 2% FBS and 2 mM EDTA. Antibody staining was performed for 20 minutes on ice. Prior to FACS sorting, cells were suspended in 1 µg/ml propidium iodide (Pi) and 10 µM calcein blue (Invitrogen) to identify viable cells (Pi^−^Ca^+^). Purity checks were performed to confirm that the sorted eYFP+ and eYFP- cell subsets had a purity of >98% using a eYFP expression threshold determined by the background fluorescence of eYFP- C2C12 cells. The following antibodies were used to evaluate receptor tyrosine kinase surface expression: APC-conjugated Pdgfrα antibody (#17-1401-81, eBiosciences) or anti-IGF1 Receptor antibody (cat. Ab32823; Abcam, Cambridge, MA; 1 in 25).

### Cell cycle analysis

Mouse RMS primary cell cultures were trypsinized and incubated with Hoechst33342 (final concentration 15 µg/ml) and Reserpine (final concentration 5 µM). Cells were incubated in the dark for 30 min at 37°C, and analyzed and sorted by flow cytometry using an Influx FACS instrument (Becton Dickinson, Franklin Lakes, NJ). Cell cycle was determined with the FlowJo software (Tree Star, Inc., Ashland, OR).

### Annexin V apoptosis detection assay

Mouse primary cell cultures were stained with Annexin V and Propidium iodide using Annexin-V-FLUOS Staining Kit (cat. 11 858 777 001; Roche) following the protocol provided by the manufacturer. Briefly, 48 hour after irradiation, 10^6^ mouse primary cell cultures were trypsinized, washed by PBS and resuspended in 100 µl of Annexin-VFLUOS labeling solution, incubated 10–15 min at 15–25°C, and analyzed by FACS Calibur.

### Quantitative RT PCR (QPCR)

U23674 cells were subfractionated by FACS sorting as described above. mRNA was isolated using RNeasy spin columns (Qiagen, Valencia, CA) and reverse transcribed using Superscript III First-Strand Synthesis System for RT-PCR (Invitrogen). QPCR was performed using an AV7900 PCR system (Applied Biosystem) with SYBR-green PCR reagents. *Pax3:Foxo1a* was detected using the following primer sequences: 5′-*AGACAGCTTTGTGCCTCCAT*-3′ and 5′-*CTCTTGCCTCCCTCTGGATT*-3′. Other primers are Taqman Gene Expression assay, *H2afx* (Mm00515990_s1), *Cdc25b* (Mm00499136_m1), *Birc5* (Mm00599749_m1), *Plk1* (Mm00440924_g1) and *Gapdh* (Mm99999915_g1) by Invitrogen. RT-PCR data were quantified using the standard curve method, and relative expression of *Pax3:Foxo1a* per sample was determined by normalization against the quantity of 18 s rRNA and *Gapdh* within each sample. For each sample, QPCR was performed in technical duplicates and results were averaged.

### *In vitro* growth inhibition assays

Mouse RMS primary cell cultures were plated at 1×10^3^ cells of each cohort per well in a 96-well plate. After cell incubations, cytotoxic effects were assayed using CellTiter 96 AQueous One Solution Cell Proliferation Assay system (Promega, Madison, WI) and SpectraMax M5 luminometer (Molecular Devices, Sunnyvale, CA). IC50 and C.I. were determined with CalcuSyn software (BIOSOFT, United Kingdom).Drugs: Vincristine sulfate salt (cat. V8879; Sigma), Actinomycin-D (cat. A9415; Sigma), Mafosfamide (cat. sc-211761; Santa Cruz), Topotecan hydrochloride (cat. S1231; Selleck), Eribulin mesylate (NDC 62856-389-01; Eisai) or Imatinib Mesylate (cat. S1026; Selleck).

### RNAi-assisted protein target identification (RAPID) screen

For these studies, individual siRNA were obtained from Dharmacon (Lafayette, CO), including the mouse siRNA library targeting the tyrosine kinome (siGENOME). These experiments are performed at 100 nM concentration and include non-specific pooled siRNA as a control purchased from Dharmacon. Transfection of siRNA was carried out using Lipofectamine 2000 in Opti-MEM Reduced Serum Media (Invitrogen). After cells were plated in 96-well plates in the presence of inhibitor or siRNA, and incubated for 96 hours, respectively, 20 µL CellTiter 96 AQueous One solution (MTS) was added to each well and absorbance values assessed by the BioTek Synergy 2 plate reader (BioTek, Winooski, VT).

### Genome-wide expression analysis

Labeled target cRNA was prepared from 12 mouse total RNA samples (3 independent experiments×4 samples). Samples were amplified and labeled using the Ambion MessageAmp Premier RNA Amplification Kit following the manufacturer's protocol. Sample order was randomized. Each sample target was hybridized to an Illumina MouseRef 8 v 2 Expression BeadChip Array. Image processing and expression analysis were performed using Illumina BeadArray Reader and GenomeStudio (v. 2010.1) Gene Expression module (v. 1.6.0) software. Microarray data have been accessioned with the Gene Expression Omnibus (GEO) under series GSE41675. The following link has been created to allow review of record GSE41675 while it remains in in review/under private status: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=xdajbqeisomcyhq&acc=GSE41675.

### *In vivo* studies with *Pax3:Foxo1a* knockdown and radiation

aRMS primary cultures (passage 5) were plated in 6 cm dishes. The next day cells were transfected with siYFP Stealth RNAi siRNA Reporter Controls or Stealth RNAi siRNA Negative Control Med GC #3. Two days later cells were irradiated on a Trilogy linear accelerator with a 10×10 cm AP field with two centimeter of bolus material was placed on top of the 6 cm dish. The target surface distance to the bolus was at 97 cm and monitor units on the linear accelerator were then set to deliver 10 Gy of dose to the cells. Subsequently, cells were trypsinized and 500,000 cells were injected into the gastrocnemius muscle of SHO mice that had been pre-injured 24 hours prior with 0.85 µg/mouse cardiotoxin intramuscularly. Tumor volumes (cm^3^) were measured 3-dimensionally with electronic calipers and calculated from formula (π/6)×length×width×height, assuming tumors to be spheroid. For statistical analysis of disease-free survival, a tumor volume threshold of 0.25 cc was applied. The log-rank test was used to contrast treatments. All analyses were performed using R 3.0.0 (The R Foundation for Statistical Computing, Vienna, Austria).

## Supporting Information

Figure S1 *This supplemental figure relates to* *Figure 1*. eYFP activity and Pax3:Foxo1a expression is dynamic. (A) eYFP fluorescence of eYFP sorted U42369 mouse aRMS primary cell culture overtime as measured by FACS. Grey: C2C12 (negative control), blue: no sorted cells, green: eYFP activity high cells, red: eYFP activity low cells. (B) Mean of relative eYFP activity measured by FACS. (C) Western blot analysis using eYFP sorted cells. Plotted are relative protein levels of Pax3:Foxo1a/β-actin. Mean ± SE were obtained from three independent immunoblottings. Black line shows significant difference (p<0.05). (D) eYFP activity and cell cycle analysis using Hochest33342 staining for mouse primary cell culture U42369. Green shows G_0_/G_1_ phase, brown shows S phase, and blue shows G_2_/M phase. (E–F) Proliferating mouse aRMS tumor cells were treated with 10 µg/ml CHX for the indicated incubations, and eYFP, Pax3:Foxo1a and Pdgfra protein levels were followed by western blot analysis (E). Protein expression quantified as relative flux normalized by β-actin for calculation of protein half-lives (F).
(TIF)

Figure S2 *This supplemental figure relates to* *Figure 5*. Pax3:Foxo1a mediates checkpoint adaptation. (A) Individual and merged channels for immunocytochemistry of pHH3 (green), pH2AX (red) and DAPI (blue) using U23674 mouse aRMS primary cell culture with or without *Pax3:Foxo1a* knockdown treated by 6 Gy irradiation. (B) Western blot analysis of Pax3:Foxo1a and Foxo1a in U23674 shControl and shYFP clones.
(TIF)

Figure S3 *This supplemental figure relates to* *Figure 6*. Pax3:Foxo1a modifies the aRMS therapeutic response and remains an essential target. (A–E) *Pax3:Foxo1a* knockdown increases select chemotherapy sensitivities. MTS assay was performed for *Pax3:Foxo1a* knockdown mouse aRMS tumor cells treated with DNA damaging agents and microtubule inhibitors. *Pax3:Foxo1a* knockdown reduced the concentration at which viability was impaired by 50% (IC50) of vincristine, actinomycin-D, topotecan and eribulin by 2.9, 3.4, 4.8 and1.8 fold, respectively, yet did not affect the IC50 of mafosfamide. (F–G) Imatinib IC50 determination using mouse aRMS tumor cells transfected with siCont or siYFP, respectively. *Pax3:Foxo1a* knockdown sensitized aRMS cells 5-fold to this prototypic Pdgfra inhibitor. Given the role of Pax3:Foxo1a in growth factor receptor transcription, we next explored the role of Pax3:Foxo1a in driving aberrant tyrosine kinase signaling by means of an RNAi-assisted protein target identification (RAPID) screen after first knocking down *Pax3:Foxo1a* in mouse aRMS tumor cells [38]. Cell viability was significantly decreased not only for targets of imatinib but also for mediators of imatinib resistance [17] in *Pax3:Foxo1a* knockdown cells compared with control cells (G). * p<0.01.
(TIF)

Movie S1 *This supplemental movie relates to* *Figure 1*. Time lapse of eYFP expression in murine aRMS cells.
(MOV)

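After Pax3:Foxo1a knockdown in 4N cells, 899 of 9146 genes were higher and 848 lower at an adjusted p under 0.05 from limma (2900 at an unadjusted p under 0.05), and the higher ones include genes of the extracellular matrix, of muscle contraction and of the interferon response. Car3, a muscle and fat carbonic anhydrase, had a log2 fold change of 3.83 (SE 0.23, adjusted p = 1.47e-06), from 8.16 ± 0.29 to 11.99 ± 0.25 (SD, n = 3 arrays each). Itga11, a collagen-binding integrin, rose by 3.34 (SE 0.46), Bmp4, a bone morphogenetic protein, by 3.31 (SE 0.23), Hspa1a, an inducible heat shock protein, by 2.94 (SE 0.21), Cxcl12, a chemokine, by 2.86 (SE 0.15) and Adamts4, a proteoglycan-cleaving protease, by 2.81 (SE 0.29). Ccl7, another chemokine, was undetected on the 4N control arrays and at least 6.39-fold higher after knockdown (adjusted p = 2.01e-06). Among the genes that fell were Atp13a4, which fell by 1.92 (SE 0.25, adjusted p = 0.000239), Il24, a cytokine, which fell by 1.86 (SE 0.22), Nectin2, a cell adhesion molecule, which fell by 1.78 (SE 0.17), and Sema7a, a semaphorin, which fell by 1.58 (SE 0.17). Serpinb2, a plasminogen activator inhibitor, and Krt13, a keratin, were undetected on the 4N knockdown arrays and at least 2.67-fold and 3.17-fold lower. All genes named here for 4N cells changed in the same direction in 3 of 3 experiments.
Of 27 measured extracellular matrix genes, 16 rose and 1 fell in 4N cells (19 and 1 when adjusted over the list alone), with a camera adjusted p = 3.68e-09 and an adjusted p = 0.163 with an estimated correlation. Ogn rose by 3.32 (SE 0.14, adjusted p = 1.37e-07), Lox, which crosslinks collagen, by 3.03 (SE 0.23) and Tgfbi, a matrix protein induced by TGF-beta, by 2.15 (SE 0.23). Of 5 measured fibroblast and adipocyte markers, 2 rose (Car3 and Lpl, the lipoprotein lipase, at a log2 fold change of 1.02) and 2 fell (Pdgfra and Pparg, a regulator of fat cell formation, at -1.12), also when adjusted over the list alone (camera adjusted p = 0.366). Of 25 measured TGF-beta and BMP signalling genes, 8 rose and 2 fell (10 and 3 when adjusted over the list alone), among them Inhba, an activin subunit, with a log2 fold change of 2.53 (SE 0.30, adjusted p = 0.000126). For this list the camera adjusted p was 0.0135, with an adjusted p = 0.163 with an estimated correlation.
Of 21 measured sarcomere genes, 10 rose and 3 fell (13 and 3 when adjusted over the list alone), with a camera adjusted p = 3.67e-05 and an adjusted p = 0.163 with an estimated correlation. Acta1, the skeletal muscle actin, rose by 2.80 (SE 0.26, adjusted p = 3.04e-05), and Tnnc1 and Tnnt3, a pair of troponins, rose by 2.04 (SE 0.17) and 1.90 (SE 0.24). Of 12 measured smooth muscle contractile genes, 6 rose and 1 fell (8 and 1 when adjusted over the list alone), with a camera adjusted p = 0.000159 and an adjusted p = 0.163 with an estimated correlation. Actg2, a smooth muscle actin, rose by 2.42 (SE 0.24), and Tagln (SM22) and Csrp1 rose by 2.07 and 0.98. Of 9 measured myogenic regulators, Des, the intermediate filament desmin, passed the test (log2 fold change 0.61, SE 0.17, adjusted p = 0.0283), 2 rose when adjusted over the list alone, and 2 rose and 2 fell with the experiment as a block (camera adjusted p = 0.967). The call of Des ended without the knockdown 4N array of experiment 1, 2 or 3 or the control 4N array of experiment 2 or 3, and all of these except the control 4N array of experiment 2, where 1 other member passed, left 0 members past the limma threshold.
Of 24 measured interferon response genes, 21 rose and none fell (22 when adjusted over the list alone; camera adjusted p = 2.61e-21, and adjusted p = 0.000268 with an estimated correlation). Usp18, a protease that removes Isg15, rose by 2.67 (SE 0.17, adjusted p = 2.01e-06), Gbp2, a guanylate-binding protein, by 2.55 (SE 0.15) and Rsad2 (viperin) by 2.49 (SE 0.14). Parp14, undetected on the 4N control arrays, was at least 3.10-fold higher. Of 4 immune cell markers measured, 2 rose (3 when adjusted over the list alone; camera adjusted p = 0.0808): Lyz1 and Cd3e, undetected on the 4N control arrays, were at least 1.35-fold and 1.38-fold higher, and the call of Cd3e, and with it a count of 2, ended without the control 4N array of experiment 3 or the knockdown 4N array of experiment 2, which left 1. The camera adjusted p of these markers was 0.0371 without the control 4N array of experiment 1.
Of 18 measured genes reported as PAX3:FOXO1 targets, 4 fell and none rose (4 when adjusted over the list alone, and 8 lower and 1 higher with the experiment as a block), with a camera adjusted p = 0.00617 and an adjusted p = 0.163 with an estimated correlation. Id4, an inhibitor of helix-loop-helix factors, and Fgf8, a growth factor, both fell by 1.62 (SE 0.19 and 0.20), Cdh3 (P-cadherin) fell by 0.74 (SE 0.16) and Pdgfra, the PDGF receptor alpha, fell by 0.73 (SE 0.17, adjusted p = 0.0122), from 8.90 ± 0.16 to 8.17 ± 0.32. Of 18 measured receptor tyrosine kinase genes, 4 rose and 3 fell (4 and 5 when adjusted over the list alone; camera adjusted p = 0.723). Pdgfrb, the PDGF receptor beta, rose by 1.37 (SE 0.25, adjusted p = 0.00251), Ptk7 rose by 0.77 (SE 0.11) and Mertk fell by 1.14 (SE 0.16).
A test over the 4 groups at once, limma's F test on 13615 detected probes, gave 4309 probes at an adjusted p under 0.05, which stand for 3299 genes.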

Table S1 Genome-wide expression analysis using cell cycle specific sorted cells (2N vs 4N) with or without Pax3:Foxo1a knockdown.
(XLSX)

Table S2 Putative Pax3:Foxo1a binding sites of Checkpoint Adaptation related genes.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

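RNA of a mouse aRMS tumor culture, transfected with 10 nM of the eYFP siRNA (knockdown) or with a control siRNA and sorted by DNA content, had been hybridised to 16 Illumina MouseRef-8 v2 arrays. The labels name 3 experiments, each with 2N and 4N cells, control and knockdown, and for experiments 1 and 2 also 3N cells. They give 1 array per RNA sample and no pooling. The 4 arrays of 3N cells are not in the paper's comparison of 2N and 4N cells and were kept for separate tests. The concentration of the control siRNA on the arrays, the culture used for them, the hours between transfection and sorting and the BeadChip slide of each array are not given in the sources used here.

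The authors deposited mean probe signals from GenomeStudio as an intensity on a linear scale, before normalization, with no background subtraction visible in the values. Beside each signal stands a detection value, a fraction that is high for bright probes: the values deposited by the authors are 1 minus the detection p, as the order of signals on each array shows. The authors' processed values are an intensity as well, quantile normalized over the 16 arrays on a linear scale, and equal quantile normalization of the signals to within 0.0358 on the log2 scale (median 0.00403). Of 25697 probes, the platform annotation names a gene for 23978, and 1719 have none. The position of each probe on its transcript and the genome build are not given in the sources used here, so no coordinates are printed. Ccnb1, Aurkb and Trp53 have no named probe on the arrays and were not analysed here.

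Signals were corrected for background with the normexp model of limma from the detection values, with an offset of 16, taken to log2 and quantile normalized over the 16 arrays (limma 3.58.1 in R 4.3.3). Probes with a detection p under 0.05 on at least 3 of the arrays in a fit were kept, which gave 13615 probes on the 12 arrays of 2N and 4N cells, and each gene was represented by its brightest probe, which gave 9146 genes (9306 on the 16 arrays). Each group had 1 mean in a linear model with limma's moderated variance (8 residual and 3.95 prior degrees of freedom), and p-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. Contrasts were knockdown minus control in 4N and in 2N cells, 4N minus 2N in control and in knockdown cells, and the difference between the first pair. The 3N contrasts came from a fit of all 16 arrays with 6 groups. All detected probes entered an F test over the 4 groups. Errors of fold changes are standard errors (SE) from this model, and those of means are standard deviations (SD) over the arrays of a group. Errors of medians over a gene list are SE from resampling the genes of the list (bootstrap), which leave out the spread between arrays.

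The 26 gene lists were written before the data were examined, from textbook knowledge except for the first, which the paper chose on these arrays: checkpoint adaptation genes named by the paper, G2/M phase, G1/S and S phase, DNA damage response and repair, p53 target, CDK inhibitor and growth arrest, anti-apoptotic, pro-apoptotic, reported PAX3:FOXO1 target, receptor tyrosine kinase, myogenic regulator, skeletal and cardiac muscle sarcomere, smooth muscle contractile, extracellular matrix, TGF-beta and BMP signalling, interferon response, stress response, cholesterol synthesis, canonical histone, cytosolic ribosomal protein and housekeeping control genes, and markers of immune, endothelial, erythroid, fibroblast and adipocyte, and epithelial and neural cells. Lists were tested against all other genes with camera at a preset correlation of 0.01, adjusted over the lists of a contrast, and again with an estimated correlation, and each list was tested against no change, without regard to other genes, with fry. Of the erythroid markers 9 of 12 have a probe and 0 were measured, so that list had no test. Of the calls in 4N knockdown cells, those of the adaptation and interferon lists held with an estimated correlation.

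The genes named in the text were set by a rule written before the data were examined. It takes the genes the paper names, the 10 with the largest rise and the 10 with the largest fall in each comparison of 2N and 4N groups (5 each way for 3N comparisons) among those past the threshold, changed the same way in all experiments and detected on every array of the higher group, and up to 4 members of each list with the largest change past the threshold. The values in Table S1 and Figure 4 had been seen when the rule was written. The gene lists were set down together with this rule, so they are not shown to be blind to those values. Where a group was undetected on every array, a lower bound is given in place of a fold, computed against the detection limit of that group's arrays.

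On the 12 arrays 12535 to 12841 probes were detected in 2N control, 12642 to 12844 in 4N control, 12878 to 13060 in 2N knockdown and 12721 to 12905 in 4N knockdown cells. Replicate arrays of a group had correlations between 0.988 and 0.994 across probes. The pairing of the groups by experiment was checked by correlating the deviations of arrays from their group means: the median over pairs of arrays of the same experiment was 0.379, 0.138 and 0.168 in experiments 1, 2 and 3. For 2N with 4N arrays of the same siRNA and experiment it lay between 0.301 and 0.464. The experiment was not a term of the model, since the paper's methods name none, and was run as a block as an alternative. The test was tried on simulated data in which 100 of 9146 genes were changed at each size. For knockdown in 4N cells it called 37 of the genes changed by 0.5 on the log2 scale, 81 of those changed by 1, and 9 of 8946 unchanged genes. The simulated noise was independent between genes and between arrays, with no effect of the experiment and fewer changed genes than were called here. These counts therefore do not give the error rate on the real arrays.

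Alternatives were the experiment as a block, no background correction, an offset of 50, cyclic loess, the authors' processed values, no detection filter, a stricter detection filter (p under 0.01 on every array of a group), every detected probe, array weights, a variance trend with robust moderation, all 16 arrays in the fit, only the arrays of a contrast, an ordinary analysis of variance for the F test, and leaving out each experiment and each array in turn. QPCR, Western blot, imaging and the supplementary binding site tables were not used here.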

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

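The tests of other 4N-high genes, of G1/S members lower in 4N cells, of the normalization and the background correction, of immune cell markers, of the number of siRNA sequences and of a mixture in the 3N gate were chosen after the results were seen, and the bound for normalization and background correction was moved from 50% of the value to 0 for the G1/S, adaptation and interferon lists after the results under the first bound were seen. Each SE of a median here comes from resampling the genes of a list (bootstrap). It treats genes as independent and leaves out the spread between arrays, so limits of 2 SE do not measure replication. With the main processing the median difference of effects, 4N minus 2N, was above 0 in 3 of 3 experiments for the adaptation, G2/M, G1/S and interferon lists.

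On the log2 scale, cell cycle lists fell more after knockdown in 2N than in 4N cells: the camera test of the difference gave an adjusted p = 0.000121 for the adaptation list, 1.53e-09 for the G2/M list and 1.32e-13 for the G1/S and S phase list (adjusted p = 0.0196, 0.0246 and 0.0196 with an estimated correlation), although no single gene passed. The adaptation genes and most G2/M genes were higher in 4N control cells, so a smaller log2 fall there can be a larger fall in signal. Taken back from log2, the group means of each measured adaptation gene gave a larger fall in signal in 4N than in 2N cells. This was not tested, and the other G2/M genes were not compared on that scale. The G1/S list had no called shift in 4N cells (median log2 fold change -0.034, camera adjusted p = 0.492). The lowest median difference of the G2/M list over 4 other settings was 0.133 against 0.177, that of the G1/S list was 0.230 with cyclic loess and 0.207 without background correction against 0.229, and that of the adaptation list 0.217 and 0.114 (SE 0.0448; camera adjusted p = 0.000265 and 0.00739) against 0.241. These values argue against the background correction, and against the use of quantile normalization rather than cyclic loess, as the whole cause. Quantile normalization and cyclic loess each bring the arrays to a common distribution or level, so a distortion that they share could not be seen. Above 50% of its value by more than 2 SE lay the median of the G2/M and G1/S lists under both settings, but not that of the adaptation list with cyclic loess (margin 0.0970, SE 0.0491) or without background correction (-0.00667, SE 0.0412), so a part played by either in the size of that difference stays open. If fewer 4N cells had fallen into the 2N gate after knockdown, G1/S members that are lower in 4N cells would have risen in 2N cells, but the 12 that are lower in 4N than in 2N knockdown cells had a median difference of 0.339 (SE 0.0547), although this choice lowers the difference (-0.157 for 152 genes outside the cell cycle lists chosen alike), which argues against it for that list, judged by the spread over genes alone. For the G2/M list it cannot be told apart: 13 other 4N-high genes, chosen on control arrays that enter the difference, had a median of 0.0908 (SE 0.0845), too wide to part 0 from the list's own value, and a biological difference between 2N and 4N cells stays open and untested.

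Interferon response genes rose after knockdown in 4N cells (camera adjusted p = 2.61e-21), which the paper does not report, and rose more in 4N than in 2N cells (adjusted p = 1.62e-05 for the difference, and adjusted p = 0.0196 with an estimated correlation). The median of this difference was 0.207 with cyclic loess and 0.137 (SE 0.0385) without background correction against 0.211, which argues against the background correction, and against the use of quantile normalization rather than cyclic loess, as the whole cause. Without background correction it did not lie above 50% of its value by more than 2 SE (margin 0.0311, SE 0.0233), so a part of its size stays open, and a distortion shared by both normalizations could not be seen. Immune cells among the sorted cells are argued against: of 17 immune markers with a probe, 2 were detected on all 6 knockdown arrays of 2N and 4N cells (Coro1a, also on every control array, and Lyz1, on 0 control arrays) and Cd3e on 5 of them and 0 control arrays, while the abundant Ptprc, Lyz2, Tyrobp and Laptm5 were detected on 0. A response to the siRNA duplex itself cannot be told apart from loss of Pax3:Foxo1a, since 1 siRNA sequence against the fusion transcript was on the arrays. The same limit holds for every comparison of knockdown with control, those of the cell cycle genes included. An effect of the fusion protein on the interferon response genes stays open and untested.

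The paper does not report on the 3N arrays (n = 2 per group): 448 genes differed between 3N and 2N control cells (788 with the experiment as a block), 71 between 4N and 3N control cells (197 with the block) and 1203 between knockdown and control in 3N cells (1852 with the block). With 1 array left out the first count was 248 and 230 (3N control of experiments 1 and 2), the second 1 and 10 (3N control of experiments 1 and 2) and 17, 32 and 27 (4N control of experiments 1, 2 and 3), and the third 742 and 753 (3N control of experiments 1 and 2) and 719 and 583 (3N knockdown of experiments 1 and 2). Between the 2N and 4N means on the linear scale, 3N control cells stood at a median position of 0.676 (SE 0.0669) over the 44 measured G2/M genes, taken as the share of 4N cells in a mixture, and among members that differ between 4N and 2N cells at 0.754 (SE 0.0710) for 41 G2/M and 0.666 (SE 0.128) for 19 G1/S genes, positions that a mixture would give too. Over all 40 measured G1/S and S phase genes, however, the median deviation from that mixture was 0.259 on the log2 scale (SE 0.0884; 0.359 and 0.211 in experiments 1 and 2), which argues against 2N and 4N cells as the only cells in the 3N gate. Some 2N or 4N cells in the gate and expression that belongs to S phase stay open and untested.

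The effect of knockdown also differed between 4N and 2N cells for DNA damage response and repair genes (camera adjusted p = 0.00585, and adjusted p = 0.0410 with an estimated correlation). For reported PAX3:FOXO1 targets the test of this difference gave an adjusted p = 0.00987 (adjusted p = 0.173 with an estimated correlation), with a median difference of -0.20. For extracellular matrix genes it gave 0.00251 (adjusted p = 0.639 with an estimated correlation), for epithelial and neural markers 0.0385 (adjusted p = 0.146 with an estimated correlation and 0.0604 with the experiment as a block) and for canonical histone genes 0.00943 (adjusted p = 0.805 with an estimated correlation). Gene lists outside those the paper discusses also changed in 4N cells after knockdown, with camera adjusted p = 0.00221 for CDK inhibitor and growth arrest genes, 3.67e-05 for sarcomere genes, 0.000159 for smooth muscle genes, 3.68e-09 for extracellular matrix genes and 0.0135 for TGF-beta and BMP signalling genes, each with an adjusted p = 0.163 with an estimated correlation.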

How the results depend on the processing

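The analysis of variance over all probes, and the alternatives for the difference between 4N and 2N cells of the 3 cell cycle lists, were added after the data were examined. Of 20 summary results, 9 kept their direction and side of the threshold, or stayed within 1.5 times the count, under every alternative, as did 196 of 213 values from other settings and 130 of 170 values with an experiment or an array left out. Among 429 results for single genes, no setting reversed a called direction; at least 1 other setting ended the call of 74 of them, at least 1 experiment or array left out that of 176, and other settings added a call to 9. With the experiment as a block the counts were 772 for 4N against 2N control cells, 811 for 4N against 2N knockdown cells, 788 for 3N against 2N and 197 for 4N against 3N control cells and 1852 for knockdown in 3N cells; among the calls printed in the text it changed those of Cdc25b, Wee1 and Myf5 in 4N cells, the histone list in 2N cells and the difference of the epithelial and neural list, and no other. With only the arrays of the contrast these counts were 257 (4N against 2N control), 122 (3N against 2N), 0 (4N against 3N; limma) and 645 (knockdown in 3N), where fewer arrays set the variance, and Plk1 and Haspin in 4N cells had adjusted p = 0.0525 and 0.0577. Without background correction, and with the authors' values, 4N against 3N gave 113 genes each. The analysis of variance on linear values of all probes gave 2796 probes. Camera calls after knockdown went from 9 lists to 2 with an estimated correlation in 4N cells (G2/M 0.163) and from 11 to 4 in 2N cells. Fry, which asks whether a list changed at all and not whether it changed more than other genes, called 17 and 18 lists. The cause of these shifts was not tested.

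With 1 array or 1 experiment left out, the counts ranged from 692 to 1447 for knockdown in 4N cells, 888 to 1804 in 2N cells, 154 to 345 for 4N against 2N control cells, 165 to 395 for 4N against 2N knockdown cells, 70 to 445 for 3N against 2N, 0 to 32 for 4N against 3N, 159 to 1116 for knockdown in 3N cells, 0 to 0 for the difference of effects (limma; 293 at an unadjusted p under 0.05 with all arrays), and 1887 to 4198 for the F test. A lone array left in a group was assumed to vary like the other groups. Camera adjusted p stayed past the threshold, with ranges of 0.000324 to 0.00224 (adaptation, 4N), 0.000549 to 0.00797 (G2/M, 4N), 9.99e-07 to 1.30e-05 (adaptation, 2N), 2.33e-10 to 2.40e-07 (G2/M, 2N), and for the difference 2.46e-05 to 0.00240 (adaptation), 2.99e-12 to 2.70e-05 (G2/M) and 8.08e-15 to 8.39e-07 (G1/S). The slide as a block was not run, since no slide is given. Signal over background limits folds of dim genes, for which background correction and its offset set the size.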

Differences from the paper's values

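The analyses of variance over all probes were chosen after the values were seen; the other settings were set before the data were examined.

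For Cdc25b in 2N cells, the group means in the paper's Table S1 have a ratio of knockdown to control that is -0.57 on the log2 scale (error 0.098, carried over from its SEMs), and the value here was -1.12 (SE 0.16; the larger SD of the groups, used as the error here, is 0.34, that of the 2N knockdown arrays). The ratio was taken from the means, since the table's own column of 2N ratios, labelled as knockdown to control, holds the inverse in 729 of 729 entries read and was not used. The values come within the larger error without background correction (-0.57), with an offset of 50 (-0.84) and with the authors' processed values (-0.57). They differ under every other setting, with values between -0.92 and -1.23 when an experiment or an array was left out.

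The paper's Table S1 lists 2795 probes at its threshold of 0.05 after Benjamini-Hochberg adjustment, and the F test here called 4309. The counts come within 1.5 times each other with no detection filter (4052), with an ordinary analysis of variance on the same log2 values (3676) or on the authors' linear values of detected probes (3606), and with any experiment or array left out except the control 2N array of experiment 2 (4198). They differ with the experiment as a block (5378), without background correction (4705), with an offset of 50 (4530), cyclic loess (4283), the stricter filter (4332), array weights, the variance trend and the authors' values (4702 each) and all 16 arrays (4630). An analysis of variance on the authors' linear values of all probes, chosen after seeing the values, called 2796 probes, which held all 2795 of the paper's and dropped 0, and on log2 values of all probes 2904. Of the paper's 2795 probes, 2693 were tested here and 2619 passed the F test.

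The paper names Cdc25b with H2afx and Plk1 among the genes lowered by knockdown in 4N cells. Here Cdc25b had a log2 fold change of -0.47 in 4N cells with an adjusted p = 0.0648, while H2afx and Plk1 passed (adjusted p = 2.69e-05 and 0.0252). Cdc25b passed with the experiment as a block (0.0257), without background correction (0.0102), with an offset of 50 (0.0242), array weights (0.0436), the authors' values (0.0101) and only the 4N arrays (0.0354). It did not pass with cyclic loess (0.0785), no detection filter (0.0964), the stricter filter (0.0505), every detected probe (0.0732), the variance trend (0.0555) or all 16 arrays (0.0554), nor with an array or experiment left out (between 0.0733 and 0.280).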

Other observations

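The counts of other splits of the arrays were planned before the data were examined, and no test in this part was chosen after.

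In 3N cells the genes with the largest changes after knockdown were named by the same rule. Car3, a carbonic anhydrase, rose by 4.17 on the log2 scale (SE 0.27, adjusted p = 8.99e-07), Bmp4, a bone morphogenetic protein, by 3.64 (SE 0.27) and Hspa1a, a heat shock protein, by 3.53 (SE 0.25), each in 2 of 2 experiments. Serpinb2, undetected on the 3N knockdown arrays, was at least 4.28-fold lower, Il24, a cytokine, fell by 1.97 (SE 0.26) and Ryr3, a calcium release channel, fell by 1.91 (SE 0.27, adjusted p = 0.000427). Of the checkpoint adaptation genes, 4 fell in 3N cells and none rose (4 when adjusted over the list alone), a list the study chose on the other arrays of these experiments: H2afx (H2ax) fell by 1.08 (adjusted p = 0.000126), Cdc25b fell by 0.95 (adjusted p = 0.00590) and Bora fell by 0.80. These 4 became 2 without the control or the knockdown 3N array of experiment 2. Interferon response genes rose in 18 of 24 cases and none fell (20 when adjusted over the list alone; camera adjusted p = 2.43e-22, and adjusted p = 1.43e-05 with an estimated correlation). Between 3N and 2N control cells, 37 G2/M phase genes were higher and none was lower (40 when adjusted over the list alone), with Nusap1 at a log2 fold change of 2.63 and Depdc1b at 2.84. Of 40 G1/S and S phase genes 7 were higher and 9 lower (9 and 10 when adjusted over the list alone; camera adjusted p = 0.549), among the latter Ung and Ccne2, which fell by 2.63 and 1.72, and the 7 became 2 without the control 3N array of experiment 1. Between 4N and 3N control cells, 7 G1/S and S phase genes were lower and none was higher (20 lower when adjusted over the list alone and 12 with the experiment as a block; camera adjusted p = 3.05e-23, and adjusted p = 0.00618 with an estimated correlation). The 7 lower genes became 0 (limma; 14 at an unadjusted p under 0.05) and 1 without the control 3N arrays of experiments 1 and 2, and 2, 3 and 3 without the control 4N arrays of experiments 1, 2 and 3, while the camera adjusted p stayed at or under 4.37e-12.

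Other gene groups in 4N cells after knockdown were as follows. Of 22 measured stress response genes 6 rose and 1 fell (8 and 1 when adjusted over the list alone; camera adjusted p = 0.111), with Hmox1, the heme oxygenase, at a log2 fold change of 1.08 (SE 0.13) and Dnajb9, a chaperone of the endoplasmic reticulum, at 0.90 (SE 0.15). That count became 3 and 0 without the control 4N array of experiment 1, 3 and 1 without that of experiment 3, and 4 and 0 without the knockdown 4N array of experiment 1 or 2. Of 7 epithelial and neural markers 2 rose and 1 fell (3 and 1 when adjusted over the list alone; camera adjusted p = 0.193): Krt14 rose by 1.95 (SE 0.27), Cdh1 (E-cadherin) was undetected on the 4N control arrays and at least 2.33-fold higher, and Krt19 fell by 0.88 (SE 0.19). Of 4 endothelial markers 2 fell, also when adjusted over the list alone (camera adjusted p = 0.111): Plvap fell by 1.21 (SE 0.19), and the count became 1 without the control 4N array of experiment 1 or the knockdown 4N array of experiment 2 or 3. Of 14 cholesterol synthesis genes Lss, the lanosterol synthase, fell by 0.46 (SE 0.11, adjusted p = 0.0107), 1 also when adjusted over the list alone (camera adjusted p = 0.621), and 2 fell without the control 4N array of experiment 2. Of 32 canonical histone genes 2 rose (0 when adjusted over the list alone by limma, and 2 rose and 2 fell with the experiment as a block; camera adjusted p = 0.585), and the 2 became 0 and 1 without the control 4N arrays of experiments 1 and 3. In 2N cells 4 histone genes rose and none fell (3 when adjusted over the list alone; camera adjusted p = 0.0470, adjusted p = 0.628 with an estimated correlation and 0.0705 with the experiment as a block, when 8 rose and 1 fell), and 2 rose without the control 2N array of experiment 2 or 3 or the knockdown 2N array of experiment 1 or 3. The camera adjusted p of this list in 2N cells was 0.310 without the control 2N array of experiment 2, 0.0716 without the knockdown 2N array of experiment 1 and 0.146 without that of experiment 3. Of 31 ribosomal protein genes 0 passed the limma test in 4N cells, also when adjusted over the list alone (2 at an unadjusted p under 0.05, and 1 lower with the experiment as a block; camera adjusted p = 0.111). Of 9 housekeeping controls B2m had a log2 fold change of 0.40 (adjusted p = 0.0243) and Ywhaz one of -0.34 (adjusted p = 0.0213), with the same signs under every scaling tried and also when adjusted over the list alone (camera adjusted p = 0.621). Of these 2 calls 1 stood without the control 4N array of experiment 1 or the knockdown 4N array of experiment 3, and 0 without the control 4N array of experiment 3 or the knockdown 4N array of experiment 1 or 2.

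Genes that the paper measures in other experiments or names had these array values. Pax3 and Myod1 were detected on 0 of 16 arrays. Foxo1 did not pass between 4N and 2N control cells (log2 fold change 0.17, adjusted p = 0.614, higher in 3 of 3 experiments) or knockdown cells (0.31, adjusted p = 0.271). Igf1r had a log2 fold change of -0.12 after knockdown in 4N cells (SE 0.21, adjusted p = 0.763) and 0.09 in 2N cells (adjusted p = 0.825). Pdgfra fell by 0.71 in 2N cells (adjusted p = 0.0127), and its adjusted p was 0.0530 without the knockdown 2N array of experiment 2 (from 0.0155 to 0.0804 over the experiments and arrays left out). Cdk1 had a log2 fold change of -0.22 in 4N cells (adjusted p = 0.211) and -0.38 in 2N cells (adjusted p = 0.0318), and the latter call ended without the knockdown 2N arrays of experiments 1 and 2 (0.104 and 0.106) and the control 2N arrays of experiments 2 and 3 (0.0729 and 0.105), each left out alone. A dimmer Cdk1 probe, detected on 6 of the 12 arrays, gave the opposite calls in limma over all detected probes. It had -0.53 in 4N cells (adjusted p = 0.0286) and -0.43 in 2N cells (adjusted p = 0.0629). Wee1 and Myf5 had log2 fold changes of 0.54 (SE 0.32, adjusted p = 0.281) and -0.86 (SE 0.44, adjusted p = 0.208) in 4N cells, and adjusted p = 0.0364 and 0.0223 with the experiment as a block (up to 0.402 and 0.312 under the other alternatives that kept every array).

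Other splits of the arrays were counted. For the F test, 1 of 100 random assignments of the 12 arrays gave as many probes (the real one, 4309, while the highest other gave 336). A share under 1 of 100 could not be reached, so chance is argued against and not excluded. The assignments did not keep the experiments together, and mixing knockdown with control arrays widens the spread within groups, which lowers their counts. For the comparisons of 3 arrays with 3 there are 10 splits, too few for a share under 0.05: the real counts were 1747, 1956, 439 and 488, and the highest of the others 0 in each of them (limma). For the difference of the effects between 4N and 2N cells the real count was 0 (limma; 293 at an unadjusted p under 0.05), so that any assignment gives as many (100 of 100, the highest other 3) and the count of splits decides nothing.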
